# Neutrophil-mediated hypoxia drives pathogenic CD8^+^ T cell responses in cutaneous leishmaniasis

**DOI:** 10.1172/JCI177992

**Published:** 2024-06-04

**Authors:** Erin A. Fowler, Camila Farias Amorim, Klauss Mostacada, Allison Yan, Laís Amorim Sacramento, Rae A. Stanco, Emily D.S. Hales, Aditi Varkey, Wenjing Zong, Gary D. Wu, Camila I. de Oliveira, Patrick L. Collins, Fernanda O. Novais

**Keywords:** Infectious disease, Inflammation, Hypoxia, Neutrophils, T cells

## Abstract

Cutaneous leishmaniasis caused by *Leishmania* parasites exhibits a wide range of clinical manifestations. Although parasites influence disease severity, cytolytic CD8^+^ T cell responses mediate disease. Although these responses originate in the lymph node, we found that expression of the cytolytic effector molecule granzyme B was restricted to lesional CD8^+^ T cells in *Leishmania*-infected mice, suggesting that local cues within inflamed skin induced cytolytic function. Expression of Blimp-1 (*Prdm1*), a transcription factor necessary for cytolytic CD8^+^ T cell differentiation, was driven by hypoxia within the inflamed skin. Hypoxia was further enhanced by the recruitment of neutrophils that consumed oxygen to produce ROS and ultimately increased the hypoxic state and granzyme B expression in CD8^+^ T cells. Importantly, lesions from patients with cutaneous leishmaniasis exhibited hypoxia transcription signatures that correlated with the presence of neutrophils. Thus, targeting hypoxia-driven signals that support local differentiation of cytolytic CD8^+^ T cells may improve the prognosis for patients with cutaneous leishmaniasis, as well as for other inflammatory skin diseases in which cytolytic CD8^+^ T cells contribute to pathogenesis.

## Abstract 2

Neutrophils recruited by *Leishmania* infection consume tissue oxygen to produce ROS, leading to hypoxia, increased cytotoxicity in CD8^+^ T cells, and damaged tissue.

## Introduction

Cutaneous leishmaniasis is caused by *Leishmania* parasites and exhibits a wide range of clinical manifestations, from self-healing lesions to chronic, debilitating infections (1). No vaccines exist for leishmaniasis, and antiparasitic drugs are often ineffective (2). Although the parasites influence disease severity, immune responses are often the major driver of disease. For example, CD8^+^ T cells in lesions are recruited to target parasite-infected cells and kill infected host cells through granule-mediated cytotoxicity. However, the destruction of infected cells does not kill *Leishmania* but leads to the release of parasites that metastasize to distant cutaneous sites (3). In addition, cell death induced by CD8^+^ T cells activates the NLRP3 inflammasome, IL-1β release, and chronic neutrophil recruitment and enhances inflammation (3–6). The importance of this pathway is supported by our previous analysis of lesions from patients in whom the expression of granzyme B (*GZMB*), perforin 1 (*PRF1*), and *IL1B* was associated with treatment failure (7). While murine and human studies underscore the pathogenic consequences of cytotoxicity, the microenvironmental cues and downstream mechanisms that drive cytolytic programs in lesional CD8^+^ T cells remain unknown.

In response to *Leishmania* infection, CD8^+^ T cells are activated and expand in draining lymph nodes (dLNs). The activated cells then travel to inflammatory sites, where they kill infected cells. Although infections also induce the differentiation of effector CD4^+^ T cells in secondary lymphoid organs, CD8^+^ T cells with a cytotoxic effector function are generally absent in LNs (8–11). A prior study implicated programmed cell death 1 (PD-1) ligation on dLN CD8^+^ T cells in suppressing their expression of GzmB, a process that is likely advantageous, since it would limit the killing of antigen-presenting cells (11). While such findings suggest that CD8^+^ T cell cytolytic effector function is only triggered once CD8^+^ T cells enter inflammatory sites (12, 13), the local cues that drive this response remain unclear. As the CD8^+^ T cell cytolytic program can have both positive and negative consequences for the host (14–33), understanding the mechanisms that drive cytotoxic CD8^+^ T cell programs remains an important goal for unraveling the pathogenesis of numerous diseases such as alopecia, vitiligo, bullous pemphigoid, Stevens-Johnson syndrome, and toxic epidermal necrolysis, in which cytolytic CD8^+^ T cells contribute to pathogenesis (15, 32, 34–37).

One potential mechanism relevant to inflamed tissues is hypoxia, which occurs when O_2_ consumption by infiltrating cells exceeds the supply (38) and differentially affects immune cell types. In *Leishmania* infection, hypoxia has been studied exclusively in macrophages and DCs (39, 40), where it can either promote or block effector responses, depending on the parasite species and the cell type (41–49). Here, we found that hypoxia within *Leishmania*-infected lesions directly promoted cytolytic effector function in newly recruited CD8^+^ T cells. Mechanistically, we identified a feed-forward loop, initiating with early recruitment of neutrophils that consume O_2_ to produce ROS, which promoted a persistently hypoxic environment, elevated the number of cytolytic CD8^+^ T cells, perpetuated neutrophil recruitment (4), and exacerbated tissue damage. Thus, our findings indicate that targeting cytolytic CD8^+^ T cells driven by hypoxic microenvironments will improve the prognosis for patients with cutaneous leishmaniasis and other inflammatory skin diseases.

## Results

### CD8^+^ T cells express GzmB in leishmanial lesions but not in the dLNs.

Cytotoxic CD8 T cells are pathogenic in cutaneous leishmaniasis (3, 4, 6, 7, 50–54), but their anatomical distribution and mechanisms that regulate their induction remain unclear. In this regard, parasites are found in both dLNs and skin lesions. To determine whether CD8^+^ T cell cytotoxic effector function is present in both tissues, we assessed the expression of the cytotoxic effector molecule GzmB. C57BL/6 mice were infected with *Leishmania* in the ear, and 2 weeks after infection, the frequency of GzmB^pos^ antigen-experienced (CD44^hi^) CD8^+^ T cells was assessed by flow cytometry. While GzmB-expressing CD8^+^ T cells were abundant in the infected skin, GzmB expression was nearly absent in the dLNs (Figure 1A). To test whether other effector functions by CD8^+^ T cells are intact in dLNs, we looked for IFN-γ production, which is required for protection against the parasite (1). As demonstrated previously (55), we detected IFN-γ^pos^ CD8^+^ T cells in dLNs, whereas IFN-γ expression was diminished in lesions (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI177992DS1). Collectively, these data demonstrate a tissue-specific effector response, with CD8^+^ T cells in dLNs exhibiting a protective phenotype through the production of IFN-γ and CD8^+^ T cells in lesions exhibiting a pathogenic phenotype by expressing GzmB. Since it is well described that cytotoxic CD8^+^ T cells are pathogenic in cutaneous leishmaniasis (3–7, 50, 51, 56, 57), we sought to determine how CD8^+^ T cells become cytotoxic. First, we asked if GzmB^pos^ CD8^+^ T cells were preferentially recruited to the skin. To address this question, we treated mice with FTY720, a sphingosine 1-phosphate receptor agonist that blocks the egress of T cells from the dLNs. As expected, we observed a defect in the recruitment of T cells to the lesions of FTY720-treated mice compared with vehicle control–treated mice, as observed by a significant decrease in the frequency of CD3^pos^ cells in lesions (Supplemental Figure 1B). Although FTY720-treated mice had fewer CD8^+^ T cells in lesions, those CD8^+^ T cells recruited to the inflamed skin still expressed GzmB (Figure 1B). If GzmB^pos^ CD8^+^ T cells are preferentially recruited to cutaneous lesions, GzmB^pos^ CD8^+^ T cells should accumulate in the dLNs of FTY720-treated mice. We found no differences in the frequency of GzmB^pos^ CD8^+^ T cells in the dLNs of mice treated with FTY720 or vehicle (Figure 1B), suggesting that rather than preferential recruitment, exposure to the lesion microenvironment induced a cytotoxic profile in CD8^+^ T cells. To directly test this, we infected C57BL/6 CD45.1 or CD45.2 congenic mice with *Leishmania* and purified CD8^+^ T cells from dLNs of CD45.2 donor mice (GzmB^neg^) 3 weeks after infection. Donor dLN CD8^+^ T cells were then transferred directly into the lesions of infected CD45.1 animals (Figure 1C, schematic). Notably, we found that GzmB^neg^ CD8^+^ T cells became GzmB-expressing CD8^+^ T cells in the lesions (Figure 1C). In contrast, CD8^+^ T cells that migrated back to dLNs remained GzmB^neg^ (Figure 1C). These results demonstrated that the lesion microenvironment triggered cytotoxic programs in effector CD8^+^ T cells.

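C57BL/6 mice were infected with *Leishmania major* in the ear, and 5 weeks later CD8+ T cells were sorted from the infected ear and from the lymph nodes that drain it (dLNs). The paper gives the gate for both tissues as live CD90+ CD8β+ CD44hi singlets, where a high level of CD44 marks antigen-experienced cells. The labels of the libraries name the CD44hi gate for the dLNs only and call the lesional sort total. There were 3 lesional and 3 dLN libraries, all placed in batch 2 by the authors' sample sheet. Ears were digested with an enzyme blend before sorting, and dLNs were pressed through a strainer without digestion. Libraries were enriched for poly(A)+ RNA and depleted of ribosomal RNA. The authors estimated transcript abundance with Kallisto, which assigns reads to transcripts without a full alignment, and summed the estimates to genes. They deposited the estimated counts of 35987 genes without normalization, and the log2 CPM (counts scaled to library size) of 11580 genes after trimmed mean of M-values (TMM) normalization and a filter on low counts. Kallisto divides reads that fit several transcripts between them, so the values of genes with near-identical copies are uncertain.

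Estimated counts summed to 71715400, 62079700 and 64524100 in lesional replicates 1, 2 and 3, and to 60470100, 43567300 and 43957100 in dLN replicates 1, 2 and 3. At these depths 3 counts, the limit that a count of 0 allows, corresponded to 0.0415 to 0.0786 CPM, a range that covers counting error only. *Lars2* alone took 4.48% and 4.89% of the counts of dLN replicates 2 and 3, and between 1.14% and 2.38% in the other libraries. Libraries of the same group differed by 196 to 1231 times the sampling noise (chi-square per degree of freedom), so none was treated as a duplicate. Here the counts were rounded to whole numbers, and the 11578 genes with more than 1 CPM in at least 3 libraries were kept. Lesions and dLNs were compared by edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment over those genes. A gene was called at an adjusted p below 0.05 and a fold change above 1.5, the thresholds the paper gives. The paper names limma-voom for this step, which was run as an alternative. Positive log2 fold changes are higher in lesions. With 3 libraries per group an exact two-sided permutation test cannot give a p below 0.1.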

To determine the mechanisms by which CD8^+^ T cell cytotoxic programs are induced in lesions, we performed RNA-Seq analysis on purified antigen-experienced CD8^+^ T cells from dLNs and lesions of mice infected with *Leishmania* for 5 weeks. 

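In a PCA of the deposited log2 CPM, with genes centered and not scaled, PC1 held 47.1% of the variance and PC2 held 20.1%. Lesional replicates 1, 2 and 3 had PC1 scores of -77.5, -48.1 and -62.3, and dLN replicates 1, 2 and 3 had scores of -7.68, 125 and 70.2. The groups did not overlap on PC1 (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow), whereas they overlapped on PC2 (exact permutation test, p = 0.4). Replicate 1 of the dLNs lay nearest to the lesional libraries. Across genes, which are not independent replicates, its log2 CPM correlated more closely with lesional replicate 3 (Pearson's r = 0.903) than with dLN replicate 2 (r = 0.813) or dLN replicate 3 (r = 0.863), while its r with lesional replicates 1 and 2 (0.824 and 0.852) was below that with dLN replicate 3. Without dLN replicate 1 the PC1 share of variance was 55.3%, the largest shift among the alternatives. When each gene was scaled to unit variance the share was 42.9%, and the groups then overlapped on PC1.

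**Figure D1:**
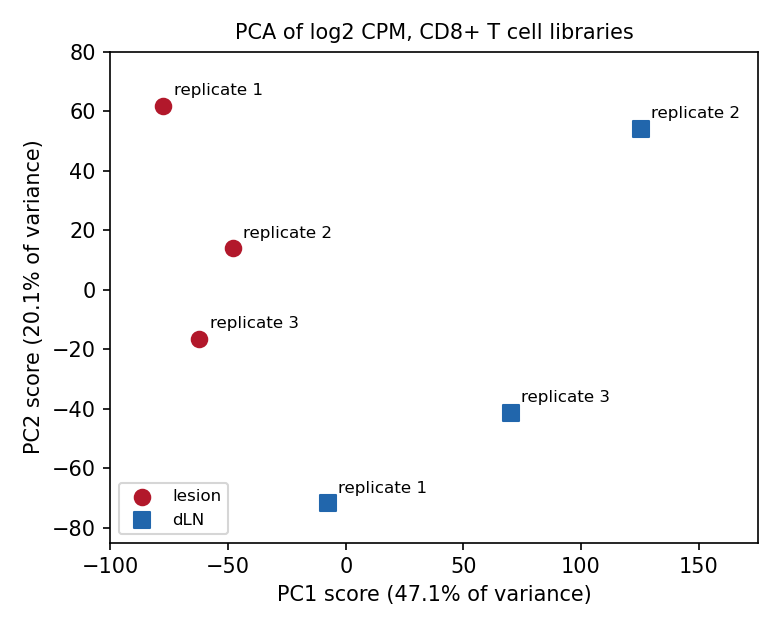
Scores of the 6 libraries on PC1 (x axis, 47.1% of the variance) and PC2 (y axis, 20.1%), with circles for lesions and squares for dLNs. The lesional libraries lie between -77.5 and -48.1 on PC1, and the dLN libraries between -7.68 and 125.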

Principal component analysis (PCA) showed that almost half (principal component 1 [PC1], 47%) of the differences on the whole transcriptional profiles were associated with the organ from which the CD8^+^ T cells were derived (Figure 1D). 

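Of the 11578 genes tested, 165 were called higher in lesions and 42 higher in dLNs by edgeR's quasi-likelihood test, and 1654 genes had an unadjusted p below 0.05. For all 165 genes, and for all 42, the 3 lesional libraries and the 3 dLN libraries did not overlap. The libraries also did not overlap for 2476 (21.4%) of the genes tested, where 10% would be given by chance. Among the called genes, 28 of those higher in lesions had 0 counts in every dLN library, and 7 of those higher in dLNs had 0 counts in every lesional library. With limma-voom, 119 genes were higher in lesions and 26 higher in dLNs, of which 111 and 25 were also called by edgeR.

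The counts depended on single libraries. Without lesional replicate 1, 2 or 3, the number of genes higher in lesions was 35, 26 and 29, and the number of genes higher in dLNs was 5, 5 and 6. Without dLN replicate 1 these numbers rose to 892 and 655. These were the highest numbers among the alternatives. The lowest number higher in lesions was 26, without lesional replicate 2. The lowest number higher in dLNs was 5, without lesional replicate 1 and also without lesional replicate 2. Without dLN replicate 2 the numbers higher in lesions and in dLNs were 125 and 13, and without dLN replicate 3 they were 46 and 6. The share of calls that were higher in lesions was 79.7% with all libraries and 57.7% without dLN replicate 1.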

Differentially expressed gene (DEG) analysis with thresholds of a FDR of less than 0.05 and a fold change (FC) of greater than 1.5 between tissues revealed overexpression of 118 genes in CD8^+^ T cells from lesions compared with dLNs and 26 DEGs overexpressed in dLNs compared with lesions (Figure 1E, Supplemental Table 1, and Supplemental Figure 1, C and D). *Gzmb* was the top DEG in CD8^+^ T cells from lesions compared with dLNs, with an FDR of 0.002 (Figure 1E and Supplemental Figure 1C). 

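*Gzmb*, which encodes granzyme B, had 1384 ± 560 CPM (SD, n = 3 libraries) in lesions and 43.3 ± 1.59 CPM (SD, n = 3) in dLNs. Its log2 fold change was 5.00 (standard error 0.37, adjusted p = 0.00209 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It ranked 3 by p among all genes tested in this test and 1 in limma-voom, and between 1 and 14 with single libraries left out. With each library left out in turn, the log2 fold change of *Gzmb* stayed between 4.65 and 5.25, and *Gzmb* was called in every one of the 17 alternatives. In edgeR's test *Lmna* (log2 fold change 5.41, adjusted p = 0.0019) and *Lilrb4a* (4.03, adjusted p = 0.0019) came before it, and *Fosl2* (3.48) and *Anxa2* (2.51) followed. The other genes that the paper marks in Figure 1E were also called, *Gna13* with a log2 fold change of 2.74, *Vps37b* with 2.87 and *Rgs1* with 3.73. These genes kept their calls in every alternative. *Lilrb4a* has a close paralog, so its estimated counts are uncertain.

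Among the genes higher in dLNs, those with the smallest p included *Dtx1*, *Fcmr*, *Cd79a* and *Art2b*. The log2 fold change was -3.38 for *Dtx1* and -3.31 for *Art2b*, which also has a close paralog. *Fcmr* had 0 counts in all lesional libraries and was at least 666-fold higher in dLNs, with the limit set at 3 counts per library. *Cd79a*, a B cell gene, had 49.3 ± 9.17 CPM (SD, n = 3) in dLNs and 0.156 ± 0.142 CPM (SD, n = 3) in lesions. *Cd79a* was not called by limma-voom (adjusted p = 0.0556), and its adjusted p over the alternatives ranged from 4.58e-36 to 0.0556.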

Several transcription factors play important roles in effector CD8^+^ T cell biology, including BATF, ID-2, IRF4, Stat4, T-bet, Zeb2, and Blimp-1 (encoded by *Prdm1*) (58–60), and we found that *Id2*, *Irf4*, and *Prdm1* expression levels were significantly higher in lesions than in dLNs and that *Prdm1* had the most significant FC between tissues (>100 FC higher in lesions) (Figure 1F). 

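*Prdm1* had 3767, 2079 and 2742 counts in lesional replicates 1, 2 and 3, and 73, 52 and 1 counts in dLN replicates 1, 2 and 3. This corresponded to 42.2 ± 9.41 CPM (SD, n = 3) in lesions and 0.828 ± 0.709 CPM (SD, n = 3) in dLNs. Its log2 fold change was 5.67 (standard error 1.03, adjusted p = 0.0384 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is a fold change of 50.8. On the log2 scale, the Prdm1 fold change moved most when it was taken from the mean of log2(CPM + 1), where it was 24.8. In the other direction, it was 102 in limma-voom and 96.3 on the deposited log2 CPM. With single libraries left out it ranged from 34.3, without dLN replicate 3, to 72.4, without dLN replicate 2. The direction held in every alternative, but the call did not: the adjusted p of *Prdm1* was 0.174, 0.131 and 0.141 without lesional replicates 1, 2 and 3, and 0.0605 without dLN replicate 2. It was also above the threshold in limma-voom (0.0844), without the filter (0.0578), with filterByExpr (0.0536) and in a test against a 1.5-fold change (0.0525), and over all alternatives it ranged from 1.65e-09 to 0.174.

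*Id2* had 820 ± 158 CPM (SD, n = 3) in lesions and 243 ± 80.7 CPM (SD, n = 3) in dLNs, a log2 fold change of 1.75 (standard error 0.31, adjusted p = 0.0364 from edgeR's test). Without lesional replicates 1, 2 and 3 the adjusted p of *Id2* was 0.167, 0.181 and 0.129, and without dLN replicate 3 it was 0.148, and it was 0.0821 in the test against a 1.5-fold change; over all alternatives it ranged from 1.6e-05 to 0.181. The log2 fold change of *Irf4* was 1.14 (standard error 0.53) and it was not called (adjusted p = 0.384 from edgeR's test), nor was it under any alternative, with adjusted p values from 0.258 to 0.776. Every lesional library had more *Irf4* CPM than every dLN library (exact permutation test, p = 0.1, the smallest possible). *Tbx21*, which encodes T-bet, had a log2 fold change of 0.66 (adjusted p = 0.517 from edgeR's test) and was called only without dLN replicate 1, where its log2 fold change was 1.24 (adjusted p = 0.0291, within a range over the alternatives of 0.0291 to 0.947). *Zeb2* (0.25), *Batf* (-0.01) and *Stat4* (-0.17) were not called under any alternative, and the direction for *Zeb2* and *Batf* changed with the setting, including library size scaling for *Batf*. Of these 7 genes, 2 were called over all genes tested, and the same count was reached when p was adjusted over the list alone.

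**Figure D2:**
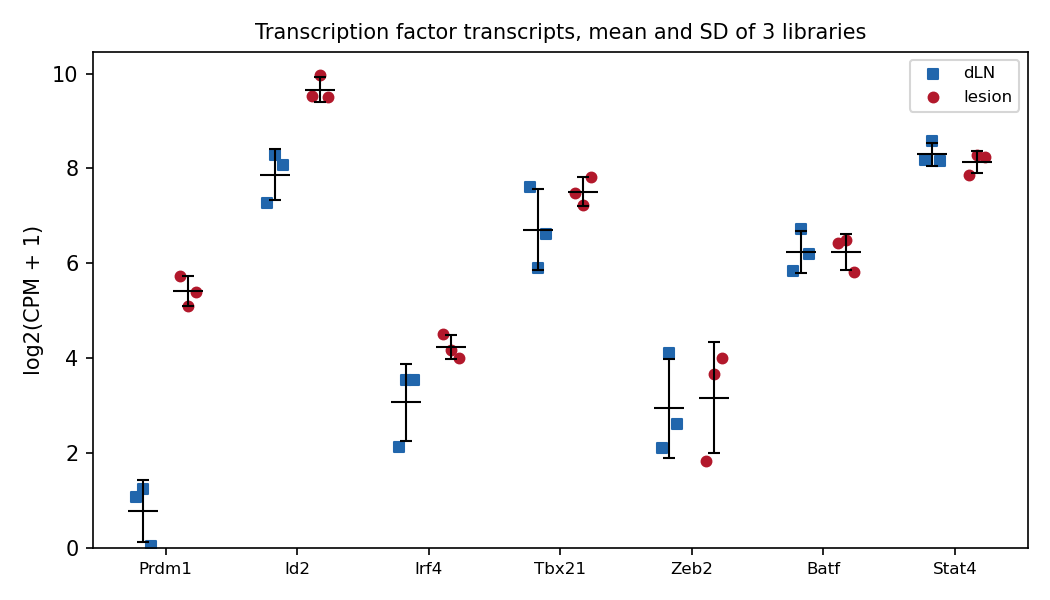
Expression of the 7 transcription factor genes as log2(CPM + 1) (y axis), with a square for each dLN library, a circle for each lesional library, and bars for the mean and SD of 3 libraries. *Prdm1* and *Id2* are higher in every lesional library than in any dLN library, as is *Irf4*, whose dLN libraries are more spread.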

To further investigate the signals received by CD8^+^ T cells within lesions, we performed gene set enrichment analysis (GSEA) (Supplemental Table 2), which revealed an array of immune-related pathways, including a hypoxia-related signature (Figure 1G). Hypoxia is a common feature of many inflammatory disorders and can alter CD8^+^ T cell function (38, 61). To determine whether hypoxia is a critical signature of lesional CD8^+^ T cells, we assessed other pathway databases, as well as the Harris et al. hypoxia-specific pathway described in ref. 62, to see if there was enrichment for a hypoxia signature in lesional compared with dLN CD8^+^ T cells. 

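The members of the signatures in Figure 1H are not used here. A list of 29 genes known to respond to hypoxia was written from general knowledge before the counts were seen. The paper and part of its Supplemental Table 1, which holds results from these libraries, had been read by then. The list is not any of the paper's signatures. Of its 29 genes, 26 were tested, and 21 had a positive log2 fold change. The median log2 fold change of the list was 0.57, against -0.02 over all genes tested. The list was higher in lesions by camera, a test of whether the genes of a list rank above the other genes (adjusted p = 1.2e-04 after Benjamini-Hochberg adjustment over 13 lists, with edgeR's fit). It was also called by fry (adjusted p = 7.0e-04) and by camera with an estimated correlation between genes (adjusted p = 0.0310). Over all 17 alternatives the adjusted p ranged from 2.9e-07, without the low-count filter, to that value of 0.0310. Of the 13 lists, 10 were called by camera; the same 10 were called with the estimated correlation, and fry also called the lymph node homing list (adjusted p = 0.0381). The mean log2(CPM + 1) over the 29 genes was 5.43 ± 0.0718 (SD, n = 3) in lesions and 4.76 ± 0.0784 (SD, n = 3) in dLNs, without overlap (exact two-sided permutation test, p = 0.1, the smallest possible).

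Over all genes tested, edgeR called 0 genes of the list, with 8 at an unadjusted p below 0.05, while limma-voom and limma on the deposited log2 CPM each called 1 and DESeq2 called 5. When p was adjusted over the list alone, 2 were called by edgeR's quasi-likelihood test, *Slc16a3* (log2 fold change 4.02, adjusted p = 0.0180) and *Tpi1* (1.18, adjusted p = 0.0180). Over all genes, *Slc16a3* was called by edgeR with library size scaling (adjusted p = 0.0487), without dLN replicate 1 (0.0274) and without dLN replicate 2 (0.00744), within a range over the alternatives of 5.0e-06 to 0.237. *Tpi1* was called by edgeR without dLN replicate 1 (adjusted p = 0.00604), within a range of 6.8e-04 to 0.303. All 13 genes of glycolysis and glucose or lactate transport on the list were higher in lesions, with a median log2 fold change of 0.57, and this part was called in all 17 alternatives, fry among them. The remaining 13 tested genes had a median of 0.38, with 8 higher in lesions, and were not called by camera. They were called by fry, without the filter, with filterByExpr, in limma-voom, in limma on the deposited log2 CPM, and without lesional replicate 3 (median 0.18) or dLN replicate 3 (0.65). Counts of *Gapdh*, *Eno1* and other glycolysis genes can include reads from near-identical copies. The ears, but not the dLNs, were digested with enzymes, and a list of genes induced by tissue dissociation was higher in the same libraries (median log2 fold change 1.22). In Supplemental Table 2 the paper's reported normalized enrichment score is 1.72 for the Biocarta hypoxia and p53 set (the paper's false discovery rate, 0.124). It is 1.16 for the Reactome set on the cellular response to hypoxia (the paper's false discovery rate, 0.481). Sets on hypoxia-inducible factors (HIFs) are also listed there. The paper's score is 1.699 for the PID HIF2 set (false discovery rate 0.128) and 1.606 for the PID HIF1 TF set (0.157). It is 1.532 for the HIF1 survival signaling set (false discovery rate 0.192) and 1.149 for the PID HIF1A set (0.494).

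**Figure D3:**
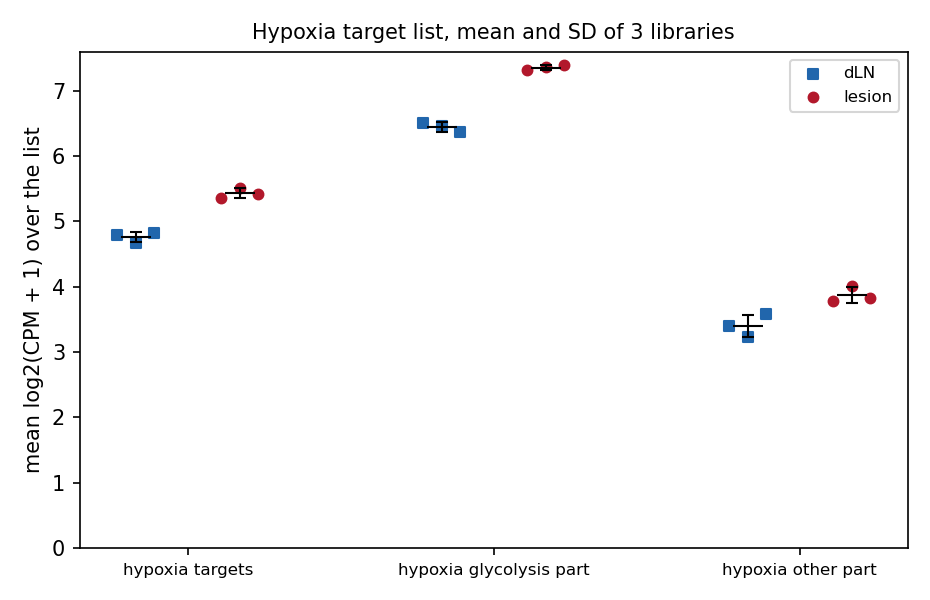
Mean log2(CPM + 1) over the list (y axis) for the whole list of hypoxia targets, its glycolysis part and its other part, with a square for each dLN library, a circle for each lesional library, and bars for the mean and SD of 3 libraries. For the whole list the lesional libraries lie between 5.37 and 5.51, and the dLN libraries between 4.68 and 4.83.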

We found enrichment for multiple hypoxia-related signatures in CD8^+^ T cells in lesions (Figure 1H and Supplemental Table 2). These data indicate that, after their exit from dLNs, CD8^+^ T cells recruited to cutaneous leishmaniasis lesions were exposed to a hypoxic environment, inducing the expression of key cytotoxicity effector mediators, including *Prdm1*.

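A list of 11 genes of cytotoxic function was fixed before the counts were seen. The paper and part of its Supplemental Table 1 had been read by then, and *Gzmb* is on the list. The test of the list is therefore not independent of what the paper reports from these libraries. Its median log2 fold change was 0.99 over the 10 genes tested (camera adjusted p = 5.3e-08, Benjamini-Hochberg over 13 lists, edgeR's fit). With an estimated correlation between genes, camera gave an adjusted p of 0.0370. Of these 10 genes, 8 were higher in lesions. Over all genes tested, 4 were called higher in lesions and 1 higher in dLNs; when p was adjusted over the list alone, these numbers were 6 and 1. Besides *Gzmb*, the genes called higher in lesions were *Gzma* (log2 fold change 2.75, adjusted p = 0.0196), *Gzmk* (2.73, adjusted p = 0.0144) and *Fasl* (3.26, adjusted p = 0.0344), all by edgeR's quasi-likelihood test. *Gzmm* was lower in lesions, with a log2 fold change of -2.35 (adjusted p = 0.0109, edgeR's test). *Prf1*, which encodes perforin, had 282 ± 33.6 CPM (SD, n = 3) in lesions and 188 ± 86.7 CPM (SD, n = 3) in dLNs, and the difference was not called (adjusted p = 0.477, edgeR's test).

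Several of these calls rested on single libraries, with adjusted p from the same test. *Gzma* was not called without lesional replicate 2 (0.0958), lesional replicate 3 (0.0913) or dLN replicate 2 (0.0521), and its range over the alternatives was 1.07e-09 to 0.0958. *Gzmk* was not called without lesional replicate 2 (0.0903), lesional replicate 3 (0.0830) or dLN replicate 3 (0.0832), with a range of 7.69e-10 to 0.0903. *Gzmm* was not called without lesional replicates 1, 2 or 3 (0.0865, 0.0879 and 0.0857), with a range of 2.07e-10 to 0.0879. *Fasl* was not called without lesional replicates 1, 2 or 3 (0.114, 0.135 and 0.140) or dLN replicate 2 (0.0812), without the filter (0.0577), with filterByExpr (0.0507) or in the test against a 1.5-fold change (0.0524), with a range of 7.79e-08 to 0.140. *Prf1* was called only without dLN replicate 1, with a log2 fold change of 1.01 (adjusted p = 0.0273, within a range of 0.0273 to 0.954). *Ctsw* (0.82) and *Srgn* (1.15) were called only in DESeq2 and without dLN replicate 1 (adjusted p = 0.0244 and 0.0290), with ranges of 0.00378 to 0.63 and 0.00748 to 0.402. From the RNA-Seq data, with the hypoxia signatures enriched in lesions, the paper concludes that CD8+ T cells met low oxygen once they had left the dLNs, and that this induced cytotoxic mediators, *Prdm1* among them.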

### Cutaneous leishmaniasis lesions are hypoxic and alter CD8^+^ T cell function.

Normal skin is naturally low in O_2_ (63, 64), and since inflammatory environments are frequently hypoxic (65), we hypothesized that the lesions would be hypoxic. To evaluate hypoxia in *Leishmania*-infected lesions, we used pimonidazole, a 2-nitroimidazole reporter molecule that is reductively activated and forms covalent bonds with macromolecules in hypoxic cells. Two weeks after *Leishmania* infection, we assessed pimonidazole staining in infected and contralateral ears by confocal microscopy. As expected, we found pimonidazole staining within the epidermis, dermis, and hair follicles of naive mice (Figure 2, A and B, top images). Within lesions, we observed enlargement of the epidermis and dermis associated with robust pimonidazole staining (Figure 2, A and B, bottom images). Pimonidazole staining was absent from ulcerated areas, suggesting tissue heterogeneity in the hypoxic state of lesions. Representative images at lower (Figure 2A and Supplemental Figure 2A) and higher (Figure 2B and Supplemental Figure 2B) magnification show the differences in pimonidazole staining distribution between the naive and infected tissues.

To compare O_2_ levels in lesions and dLNs, we infected mice with *Leishmania,* and 2 weeks after infection, mice received Oxyphor G4, a phosphorescent probe quenched by O_2_ (66). Infected skin showed a significant decrease in O_2_ compared with dLNs (Figure 2C). These data directly demonstrated that skin lesions present a hypoxic microenvironment to CD8^+^ T cells upon their recruitment from dLNs.

We tested whether exposure to hypoxia is sufficient to promote GzmB expression in dLN CD8^+^ T cells. We isolated dLN cells from infected mice and stimulated them with anti-CD3 and anti-CD28 antibodies in the presence of dimethyloxalylglycine (DMOG), a compound that mimics hypoxia at normal O_2_ tension. As shown in Figure 2D, DMOG induced the expression of GzmB in CD8^+^ T cells, further demonstrating that mimicking hypoxia promotes upregulation of their cytolytic program. Notably, DMOG treatment also increased *Prdm1* mRNA expression compared with vehicle-treated CD8^+^ T cells (Figure 2E). We confirmed these findings by exposing CD8^+^ T cells to 1% O_2_ and found that hypoxia induced GzmB and *Prdm1* expression in CD8^+^ T cells (Figure 2, F and G). We also tested whether hypoxia had a similar effect on naive and antigen-experienced CD8^+^ T cells (Supplemental Figure 3A) and we found that hypoxia enhanced GzmB expression only in antigen-experienced CD8^+^ T cells (Supplemental Figure 3B). These results raise the question of whether CD8^+^ T cells in vivo require *Leishmania* antigen to express GzmB or if sustained hypoxia alone is sufficient to promote GzmB. To test this, we infected mice with a T cell conditional deletion of Von Hippel–Lindau (referred to here as VHL^cKO^ mice), which is necessary for the degradation of hypoxia-inducible factors (HIFs). Consequently, VHL^cKO^ mice have HIF stabilization even in normoxic conditions. VHL deficiency did not increase GzmB expression in naive skin (Supplemental Figure 3C), suggesting that without *Leishmania*, there was no induction of GzmB when cells are forced to respond to hypoxia. In infected ears, VHL deletion increased GzmB expression in CD8^+^ T cells (Supplemental Figure 3C). One possible explanation is that at least a portion of CD8^+^ T cells in lesions were not exposed to hypoxia, which agrees with our observation that there were varied degrees of pimonidazole staining in the infected skin (Figure 2A). Another possibility is that CD8^+^ T cells newly recruited from the blood were not fully hypoxic and that forcing an immediate hypoxic response induced GzmB in these cells. Nevertheless, these data showed that antigen stimulation was necessary for CD8^+^ T cells to express GzmB in hypoxic conditions.

While the primary role of CD4^+^ T cells in our model is the production of IFN-γ and protection (1), CD4^+^ T cells can also be cytotoxic (67). Therefore, we tested whether hypoxia (1% O_2_) induces GzmB expression in CD4^+^ T cells from the dLNs of infected mice stimulated with anti-CD3 and anti-CD28 antibodies. Naive and antigen-experienced CD4^+^ T cells expressed more GzmB when exposed to hypoxia (Supplemental Figure 3D). However, GzmB expression was lower in CD4^+^ T cells than in CD8^+^ T cells (Supplemental Figure 3, B and D), suggesting that the induction of GzmB by hypoxia was shared by CD4^+^ and CD8^+^ T cells; however, the magnitude of the response was greater in CD8^+^ T cells. Given that CD4^+^ T cells were also exposed to the hypoxic microenvironment of lesions, we analyzed GzmB expression in CD4^+^ T cells in dLNs and lesions. We found that CD4^+^ and CD8^+^ T cells had a similar profile, with higher GzmB expression in lesions, although CD4^+^ T cells expressed significantly less GzmB than did CD8^+^ T cells (Supplemental Figure 3E). Collectively, these data demonstrate that the hypoxic state of lesions combined with antigen exposure stimulated the differentiation of recruited CD8^+^ T cells into cytotoxic effectors, with a moderate effect on the development of cytotoxic CD4^+^ T cells.

### Blimp1 expression is restricted to GzmB-expressing CD8^+^ T cells.

Blimp-1–deficient CD8^+^ T cells produce less GzmB (68), so we next sought to test cause-effect relationships between hypoxia, Blimp-1, and cytotoxicity. To this end, we infected Blimp-1 yellow fluorescent protein (YFP) reporter mice with *Leishmania* and assessed Blimp-1 expression in CD8^+^ T cells. We found that Blimp-1 was highly expressed in lesional CD8^+^ T cells but not in CD8^+^ T cells from the dLNs (Figure 3A). We also found that Blimp-1 expression was significantly higher in CD8^+^ T cells that expressed GzmB (Figure 3B), with similar results in CD4^+^ T cells (Supplemental Figure 4, A and B), suggesting a link between Blimp-1 and cytotoxicity in both T cell subsets. Since Blimp-1 regulates IL-10 production in CD4^+^ T cells (69), we measured the expression levels of IL-10 in dLNs and lesions of infected mice and found higher expression of IL-10 in lesional CD4^+^ and CD8^+^ T cells compared with dLNs (Supplemental Figure 4, C and D). In lesions, CD4^+^ and CD8^+^ T cells had higher Blimp-1 expression in IL-10^pos^ cells than did their IL-10^neg^ counterparts (Supplemental Figure 4, E and F), suggesting a strong relationship between Blimp-1 expression and IL-10, as previously described (69).

Finally, to assess whether GzmB expression in lesional CD8^+^ T cells resulted from hypoxic induction of Blimp-1, we used mice expressing a fusion protein bearing an oxygen-dependent degradation (ODD) domain from human HIF1A fused to a tamoxifen-inducible Cre recombinase gene (Cre/ERT2) (70). When expressed under normoxic conditions, the O_2_CreER fusion protein was degraded rapidly but was stabilized by hypoxia when combined with tamoxifen injection. These mice were crossed with Blimp-1^fl/fl^ mice (referred to here as ODD^Cre^ Blimp-1^fl/fl^ mice) to generate mice in which Blimp-1 expression is deleted specifically in hypoxic cells upon tamoxifen injection (Figure 3C). Since the skin has significantly less O_2_ than dLNs, these mice provide lesion-specific deletion of Blimp-1, thus ensuring the preservation of Blimp-1–dependent development of effector T cells in dLNs (normoxic) and their recruitment to the inflamed tissue. *Leishmania*-infected ODD^Cre^ Blimp-1^fl/fl^ mice were treated with tamoxifen or left untreated for 1 week, and GzmB expression was evaluated. We found that the specific deletion of Blimp-1 in hypoxic cells significantly decreased GzmB expression in lesional CD8^+^ T cells compared with untreated mice (Figure 3D). Together, these results demonstrate that the upregulation of Blimp-1 by the hypoxic environment led to increased GzmB expression in CD8^+^ T cells.

### A subset of GzmB^pos^ CD8^+^ T cells express markers of exhaustion.

Both hypoxia and Blimp-1 can induce the expression of many coinhibitory receptors involved in the exhaustion program (68, 71–74). To verify whether CD8^+^ T cells in lesions are exhausted, we reanalyzed a publicly available bulk RNA-Seq data set of 3 subsets of activated (stem-like CD101^neg^Tim3^neg^, transitory CD101^neg^Tim3^pos^ and exhausted CD101^pos^Tim3^pos^) PD-1^pos^ CD8^+^ T cells and naive CD8^+^ T cells in the context of chronic lymphocytic choriomeningitis virus (LCMV) infection. On the basis these subsets, we generated 3 specific gene signatures and compared them with our data set of CD8^+^ T cells isolated from the dLN and lesions (Figure 1, D–H). CD8^+^ T cells isolated from the lesions were enriched for all 3 signatures compared with CD8^+^ T cells isolated from the dLN (Supplemental Figure 5A). 

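*Pdcd1* had 82.3 ± 13.4 CPM (SD, n = 3) in lesions and 9.27 ± 2.61 CPM (SD, n = 3) in dLNs, a log2 fold change of 3.15 (standard error 0.33, adjusted p = 0.00522 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was called in every alternative. *Lag3* had a log2 fold change of 2.12 (standard error 0.36, adjusted p = 0.0289, edgeR's test). *Havcr2*, the gene that encodes Tim3, had a log2 fold change of 3.41 (standard error 0.66, adjusted p = 0.0441, edgeR's test). Without lesional replicates 1, 2 and 3 the adjusted p of *Lag3* was 0.157, 0.159 and 0.106, without dLN replicate 3 it was 0.115, and in the test against a 1.5-fold change it was 0.0532, within a range over the alternatives of 3.3e-06 to 0.159. For *Havcr2* it was 0.162, 0.241 and 0.198 without lesional replicates 1, 2 and 3, and 0.0707 without dLN replicate 2, within a range of 5.36e-06 to 0.241. *Havcr2* was also not called with library size scaling in place of TMM (0.057), without the filter (0.0749), with filterByExpr (0.0559), in limma-voom (0.0696) or in the test against a 1.5-fold change (0.0683). *Tox* had a log2 fold change of -0.83 (adjusted p = 0.359, edgeR's test) and was not called in any alternative. *Cx3cr1* (-0.09) and *Tcf7* (-0.01) were close to 0 and not called in any alternative, and their direction changed with the setting, including library size scaling for *Tcf7*. Of these 6 genes, 3 were called over all genes tested and 3 when p was adjusted over the list alone.

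A list of 8 coinhibitory receptors was fixed before the counts were seen, but after the paper and part of its Supplemental Table 1 had been read. It includes these 3 called genes, whose rise in lesions the paper reports, so its test is not independent of that report. The median log2 fold change of the list was 2.44 (camera adjusted p = 4.3e-10, Benjamini-Hochberg over 13 lists, edgeR's fit). With an estimated correlation between genes, camera gave an adjusted p of 0.0260. Of the 8 genes, 7 had a positive log2 fold change and 5 were called higher in lesions, both over all genes tested and when p was adjusted over the list alone. The further called genes were *Tigit* (log2 fold change 2.71) and *Ctla4* (2.32). *Cd160* (0.09) and *Btla* (-0.19) were not called and changed direction, *Cd160* without dLN replicate 3 and *Btla* without dLN replicate 1. *Tigit* was not called without lesional replicates 1, 2 or 3 (adjusted p = 0.167, 0.141 and 0.189, edgeR's test) or dLN replicate 3 (0.104), without the filter (0.0531) or in the test against a 1.5-fold change (0.0528), within a range of 1.27e-06 to 0.189. *Ctla4* was not called without lesional replicates 1, 2 or 3 (adjusted p = 0.135, 0.0938 and 0.122, edgeR's test) or dLN replicate 2 (0.0541), within a range of 2.34e-07 to 0.135.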

A subset of genes associated with exhaustion was higher in cells from lesions compared with dLNs, such as *Pdcd1* (encoding for PD-1), *Lag3* (encoding for Lag3), and *Havcr3* (encoding for Tim3), while other genes — *Tox*, *Cx3cr1*, or *Tcf7* — were not differentially represented in either tissue (Supplemental Figure 5B). We confirmed increased protein expression of PD-1, Lag3, and Tim3 in CD8^+^ T cells from lesions 2 weeks after infection (Supplemental Figure 5C). We sought to determine whether there was preferential expression of PD-1, Lag3, or Tim3 in CD8^+^ T cells that were GzmB^pos^ and, therefore, had higher Blimp-1 expression and found that only Tim3 was preferentially expressed in GzmB-expressing CD8^+^ T cells (Supplemental Figure 5D). Collectively, these data suggest that coinhibitory molecule expression was a feature of some CD8^+^ T cells present in lesions and that a small subset of GzmB^pos^ CD8^+^ T cells were either terminally exhausted or on their way to becoming so.

### Blimp-1 expression is necessary for CD8^+^ T cells to mediate disease.

On the basis of our data, we predicted that Blimp-1 expression is required for cytotoxic CD8 T cell–mediated disease in leishmaniasis. Blimp-1 plays a vital role in CD4^+^ T cell subsets (69, 75); hence, total T cell deletion of Blimp-1 would complicate interpretations. Therefore, we used our well-characterized mouse model of chronic leishmaniasis, in which severe disease develops following *Leishmania* infection of RAG^–/–^ mice reconstituted with CD8^+^ T cells (3, 4, 55, 76). In this model, pathology is dependent on the ability of CD8^+^ T cells to be cytotoxic (3). RAG^–/–^ mice infected with *Leishmania* were reconstituted with WT or CD8^+^ T cells lacking Blimp-1 expression (referred to here as Blimp-1^cKO^ mice) or control animals receiving no T cells. As described previously (3), RAG^–/–^ mice reconstituted with WT CD8^+^ T cells developed severe pathology characterized by GzmB-expressing CD8^+^ T cells in lesions, whereas RAG^–/–^ mice that received no cells showed no signs of pathology (Figure 4A). Importantly, RAG^–/–^ mice reconstituted with Blimp-1^cKO^ CD8^+^ T cells had minimal disease (Figure 4A). As expected, there were similar numbers of parasites (Figure 4B) and a similar frequency of CD8^+^ T cells (Figure 4C) in lesions of RAG^–/–^ mice reconstituted with WT and Blimp-1^cKO^ CD8^+^ T cells. Notably, GzmB expression was significantly diminished in cells lacking Blimp-1 (Figure 4D). Collectively, these data indicate that Blimp-1 expression was driven by the hypoxic microenvironment of the lesion, triggering GzmB expression and CD8^+^ T cell–driven pathology.

### Neutrophils generate the hypoxic microenvironment of cutaneous leishmaniasis lesions.

Hypoxia occurs in tissues when O_2_ supply does not meet demand, including scenarios characterized by defective tissue vascularization or increased demand by cells present within a tissue (38). *Leishmania*-infected lesions are highly vascularized (77), so we hypothesized that O_2_ consumption by inflammatory cells recruited to lesions promotes hypoxia. Neutrophils are the first cells recruited to the skin upon *Leishmania* infection (78), but their recruitment does not control *L*. *major* parasites. Indeed, their chronic presence is associated with worsening disease (3, 4, 79–83). Therefore, we tested whether neutrophil recruitment contributed to the hypoxic state of inflamed skin. *Leishmania*-infected mice were injected with pimonidazole 1 hour before euthanasia at multiple time points after infection: (a) soon after parasite challenge (2 and 5 hours), (b) when lesions started to develop and CD8^+^ T cells were present and expressed GzmB (2 weeks), and (c) when lesions began to heal (9 weeks). As expected (78), neutrophils were quickly recruited after infection and decreased in frequency when lesions resolved (Figure 5A). Surprisingly, neutrophil (CD11b^pos^Ly6G^pos^) staining by pimonidazole was significantly lower compared with other myeloid cells (CD11b^pos^Ly6G^neg^) in the skin at all time points analyzed (Figure 5B). To confirm these observations, lesions from pimonidazole-injected mice were stained for Ly6G, revealing intense neutrophil recruitment in ulcered regions in the epidermis and clusters of neutrophils within the skin dermis (Figure 5C and Supplemental Figure 6A). Notably, regions without neutrophils had more pimonidazole staining than did those containing neutrophil clusters. We also observed that pimonidazole staining in regions surrounding neutrophil clusters was more intense. A quantitative assessment of pixel intensities (Supplemental Figure 6B) revealed a negative correlation between pimonidazole and Ly6G expression (Figure 5D). Higher magnification of regions with intense neutrophil recruitment in 2 samples showed a lack of pimonidazole staining in neutrophils (Figure 5E and Supplemental Figure 6C).

These results suggest that areas surrounding neutrophils were relatively hypoxic. Accordingly, we hypothesized that neutrophils are responsible for promoting the hypoxic state of the skin by competing for oxygen, thereby controlling CD8^+^ T cell effector function. To test this, we depleted mice of neutrophils for the first 2 weeks of infection using anti-Ly6G antibody (Figure 5F) and assessed pimonidazole and GzmB expression in CD8^+^ T cells. We found that neutrophil depletion decreased pimonidazole expression (Figure 5G) and the frequency and MFI of GzmB-expressing CD8^+^ T cells compared with isotype control–treated mice (Figure 5H), without changing lesion size or parasite numbers (Figure 5I). These data suggest that neutrophils consumed O_2_ in lesions, altering the phenotype of CD8^+^ T cells.

Activated neutrophils assemble NADPH oxidase to produce ROS, which requires O_2_ (84). Thus, we tested whether O_2_ consumption to generate ROS affected CD8^+^ T cell function. For this purpose, we compared the ability of lesional CD8^+^ T cells to express GzmB in mice sufficient (WT) or deficient in the gp91^phox^ subunit of the NADPH oxidase (Cybb^–/–^). Although there was no change in lesion size or parasite numbers in the skin at week 2 after infection (Figure 5J), we found significantly lower frequencies of GzmB-expressing CD8^+^ T cells in Cybb^–/–^ mice than in WT (Figure 5K), forging a link between NADPH oxidase–dependent ROS production and the development of pathogenic CD8^+^ T cells in cutaneous leishmaniasis lesions.

### The magnitude of hypoxia correlates with the presence of neutrophils in human cutaneous leishmaniasis lesions.

To determine whether hypoxia is a feature of human disease, we compared transcriptional signatures from bulk RNA-Seq analysis performed in whole blood and total skin from healthy individuals and patients with cutaneous leishmaniasis using previously published data sets (54, 85) (Figure 6A). To estimate the levels of hypoxia gene expression in clinical samples, we performed single-sample GSEA using the Harris et al. hypoxia gene signature (62) and referred to this variable as the “hypoxia score” (Supplemental Table 3). While there was no difference in the hypoxia scores between blood from patients with cutaneous leishmaniasis and healthy individuals (Figure 6B and Supplemental Table 4), the cutaneous leishmaniasis lesions were significantly more hypoxic than healthy skin (Figure 6C and Supplemental Table 3). Importantly, we observed that the degree of the hypoxia-related gene expression in patients’ lesions was variable. To understand the biological implication of this variability, we performed unsupervised hierarchical clustering (HC) to classify lesions and healthy skin samples according to their hypoxic gene expression (Figure 6D). HC analysis revealed 2 groups of lesion samples: (a) “baseline” (*n* = 22), with a hypoxia phenotype comparable to that of control skin samples, and (b) “hypoxic” (*n* = 12), with a high hypoxic phenotype relative to the entire cohort (Figure 6, C and D). The remaining lesions had an intermediate phenotype. PCA revealed that hypoxic lesions were robustly segregated from the baseline counterparts: permutational multivariate ANOVA (PERMANOVA) (Pr), Pr(> *F*) = 0.001) (Figure 6E). Gene Ontology performed for genes overexpressed in hypoxic versus baseline lesions (FDR > 0.01 and FC = 1.5 thresholds) revealed significant enrichment for neutrophil chemotaxis and signaling (Supplemental Tables 5 and 6). Indeed, estimation of cell abundances from this unstructured bulk RNA-Seq data revealed an increase in neutrophil counts in hypoxic versus baseline lesions (Figure 6F). The top DEGs between hypoxic compared with baseline lesions included genes associated with neutrophil chemotaxis and survival, such as *CXCL5*, *CXCL8*, *CXCR1*, *CSF3*, and genes encoding proinflammatory cytokines such as *IL1B*, *IL6*, and *OSM* (Figure 6G and Supplemental Table 5). Therefore, our findings in mice are supported by our analysis of patients’ samples, linking the presence of neutrophils to the degree of hypoxia in lesions.

## Discussion

Cytolytic CD8^+^ T cells cause severe inflammation in various settings (14, 15, 21, 24, 31–34, 86), although the factors that promote cytolysis by CD8^+^ T cells in the tissue microenvironments are still poorly understood. Here, we show that neutrophils recruited to the skin upon *Leishmania* infection consumed O_2_ to produce ROS, generating chronic inflammatory hypoxia. The resultant competition for O_2_ changed the aerobic microenvironment and promoted the expression of Blimp-1 in recruited CD8^+^ T cells, which resulted in GzmB expression and tissue damage. Because numerous skin diseases are associated with cytotoxicity, our findings provide evidence that local inhibition of this pathway should be considered as a strategy to ameliorate these diseases.

Preferential expression of cytolytic genes by CD8^+^ T cells in peripheral tissues but not in dLNs is observed in numerous conditions. For example, in models of graft-versus-host disease and graft-versus-leukemia, GzmB is absent in dLNs but present in the skin (9, 11). Additionally, memory CD8^+^ T cells acquire cytolytic activity upon entry into nonlymphoid tissues in vesicular stomatitis viral infections (10). The site-specific function of CD8^+^ T cells is not limited to GzmB expression. For example, in mice chronically infected with *Trypanosoma cruzi*, CD8^+^ T cells in the spleen produced IFN-γ, whereas CD8^+^ T cells within the muscle did not (87). Similarly, as previously shown (55), we found that CD8^+^ T cells in dLNs produced IFN-γ, while CD8^+^ T cells in the skin produced very little IFN-γ. Since hypoxic DCs produce less IL-12 (46, 48), this could explain the decrease in CD8^+^ T cell IFN-γ production in lesions (55) and suggests that hypoxia may not only promote pathogenic responses but may also prevent protective ones. Conversely, in diseases in which cytotoxicity is protective and IFN-γ is pathogenic, hypoxia would be expected to have the opposite effect. Our confocal microscopy data suggest that hypoxia affected many other cells beyond CD8^+^ T cells. In support of this observation, we found that CD4^+^ T cells also expressed more GzmB when exposed to hypoxia; however, the relevance of these cytotoxic CD4^+^ T cells to cutaneous leishmaniasis disease is unknown. Therefore, it is likely that hypoxia has a much greater role in tissue immunity to *Leishmania*.

There is substantial clinical and experimental evidence that hypoxia contributes to tumor progression, metastasis, and high mortality (88). While low O_2_ levels indicate myeloid suppressor cell accumulation (89) and tumor cell metastasis (90), HIFs provide CD8^+^ T cells with greater antitumor potential (91–93). HIF increases CD8^+^ T cell effector function during chronic viral infections and reduces viral titers, leading to higher mortality (94). These findings agree with the observed increases in perforin expression and killing ability of CD8^+^ T cells cultured in hypoxic conditions (93, 95, 96). Similar results were observed in lupus skin disease, in which HIF drove GzmB expression but, in this case, was independent of hypoxia (97). Hypoxia also alters CD8^+^ T cell metabolism (95) and induces tissue residency (91, 98) and exhaustion (72–74) programs. One of the limitations of our work is that it does not address the effect of HIFs on GzmB expression, and it is possible that HIFs directly promote *Gzmb*. However, our data provide evidence of an indirect induction of GzmB by hypoxia through Blimp-1 expression. Consistent with our findings, hypoxia also triggered Blimp-1 expression in pancreatic tumor cells (90). Since Blimp-1 can instruct tissue residency and exhaustion markers (68, 99–101), and we found an increased exhaustion phenotype in CD8^+^ T cells in the skin, we speculate that hypoxia-driven Blimp-1 expression may also initiate the CD8^+^ T cell program of exhaustion within cutaneous leishmaniasis lesions, which requires further investigation.

The effect of hypoxia is contradictory, as it produces more cytotoxic CD8^+^ T cells, while suppressing the function of some myeloid cells (46, 48). This balance may also occur within the same cell: for example, hypoxic induction of Blimp-1 regulates the cytotoxic function in T cells and paradoxically increases the expression of the antiinflammatory cytokine IL-10. In some situations, Blimp-1–dependent IL-10 production by CD4^+^ T cells protects against tissue damage (69). In CD8^+^ T cells, the cytotoxic program induced by Blimp-1 appears to outweigh the antiinflammatory effect of IL-10 on cutaneous leishmaniasis.

Another immune cell type implicated in the hypoxia/cytotoxicity axis revealed in our study is neutrophils, which rapidly migrate to infection sites and, in many infections, eliminate invading microbes. However, it is well recognized that the effect of neutrophils extends beyond pathogen killing, as they also shape the function of other cells, consequently affecting disease outcomes. For example, neutrophils producing IL-10 (102) or expressing PD-L1 (103) suppress CD4^+^ T cells. Additionally, neutrophils suppress effector responses by tumor-specific T cells in LNs (104) and within tumors (105). In chronic viral infections, suppressive neutrophil subsets reduce the antiviral capabilities of CD8^+^ T cells (106). In contrast, neutrophils facilitate DC migration to dLNs in contact hypersensitivity and prime allergen-specific CD8^+^ T cells (107). In cutaneous leishmaniasis, neutrophils recruited to lesions can have conflicting functions depending on the parasite species and mouse model. For example, neutrophils kill *Leishmania* directly by extracellular trap formation or cooperate with macrophages to activate microbicidal activities (108, 109). In contrast, neutrophils reduce costimulatory molecule expression in DCs and silently deliver parasites to macrophages (78, 110, 111). Despite these varied effects, it is clear that chronic recruitment of neutrophils is associated with tissue destruction in cutaneous leishmaniasis (3, 81, 83, 112). Here, we uncovered a new role for neutrophils in cutaneous leishmaniasis lesions by showing that their O_2_ consumption caused a phenotypic switch in CD8^+^ T cells.

Cytotoxic CD8^+^ T cells promote increased inflammation by inducing excessive cell death in lesions and enhancing chronic neutrophil recruitment to the skin (3, 4). In what may be related findings, neutrophil depletion decreases the hypoxic state of herpes stromal keratitis lesions and ameliorates disease (113). In a mouse model of colitis, the respiratory burst by Gr1^pos^ cells — encompassing neutrophils and inflammatory monocytes — induced hypoxia in intestinal epithelial cells, which was critical for disease resolution (114). One limitation of our work is that it does not address the effect of other innate cells and their ability to deplete lesions of oxygen, which could also affect CD8^+^ T cell function. However, our work strongly supports the idea that O_2_ consumption and neutrophil recruitment are modulators of CD8^+^ T cell GzmB expression, which fosters the chronic presence of neutrophils in lesions (4). While the negative effect of this cascade of events is clear in cutaneous leishmaniasis, it could be beneficial in other contexts.

To be successful, host-directed therapies for infectious diseases should dampen immune responses that damage tissues and must not interfere with pathogen control (2). Therefore, defining immune pathways that are pathogenic rather than protective is critical. In cutaneous leishmaniasis, cytotoxicity is an ideal therapeutic target, since it is associated with treatment failure in patients who receive antiparasitic drugs (7) and does not control *Leishmania* (3). Patients affected by cutaneous leishmaniasis are frequently treated with antiparasitic drugs that require daily injections, and because failure rates are high, many patients must undergo multiple rounds of treatment. Our data provide evidence that local inhibition of the cytolytic program can circumvent the use of systemic drugs, which cause considerable side effects, and that topical targets should be considered as a new therapeutic strategy for cutaneous leishmaniasis.

## Methods

### Sex as a biological variable.

Our animal experiments were performed using male and female mice, and controls were sex matched, but sex was not specifically tested as a biological variable. Human donors of both sexes were used for RNA-Seq analysis, and no sex differences were detected.

### Mice.

C57BL/6 CD45.2 and CD45.1 mice were purchased from Charles River Laboratories, and *Prdm1* YFP, ODD^Cre^/ERT2 (70), dLck^Cre^, Blimp-1^fl/fl^, VHL^fl/fl^, and RAG^–/–^ (B6.12957-RAG1^tm1Mom^) mice were purchased from The Jackson Laboratory and crossed in our mouse facility. Cybb^–/–^ mice (115) were obtained from Juhi Bagaitkar (Nationwide Children’s Hospital, Columbus, Ohio, USA). Experiments assessing Blimp-1 expression with the Blimp-1 YFP reporter were reproduced using Blimp-1 GFP reporter mice (a gift from Stephen Nutt, Walter and Eliza Hall Institute of Medical Research [WEHI], Melbourne, Australia). Gzmb^Cre^ mice (obtained from John Wherry, University of Pennsylvania) have the human *GZMB* promoter directing Cre recombinase expression to activated T cells; therefore, it does not directly affect mouse GzmB expression. Gzmb^Cre^ and Blimp-1^fl/fl^ mice were crossed to generate the deletion of Blimp-1 in activated T cells, and here we called RAG^-/-^ mice that recieved purified CD8^+^ T cells from Gzmb^Cre^Blimp-1^fl/fl^ mice Blimp-1^cKO^. ODD^Cre^/ERT2 and Blimp-1^fl/fl^ mice were crossed to generate mice in which Blimp-1 deletion was restricted to hypoxic cells in tamoxifen-treated mice. dLck^Cre^ and VHL^fl/fl^ mice were crossed to generate the deletion of VHL in T cells after positive selection in the thymus, and we refer to these mice as VHL^cKO^ mice. dLck^Cre^ mice were used as WT controls. All mice were maintained in a specific pathogen–free environment at The Ohio State University or the University of Pennsylvania Animal Care Facilities.

### Parasites.

*L*. *major* (strain WHO/MHOM/IL/80/Friedlin) and *L*. *braziliensis* (MHOM/BR/01/BA788) were grown in Schneider’s insect medium (Gibco, Thermo Fisher Scientific) supplemented with 20% heat-inactivated FBS (MilliporeSigma) and 2 mM glutamine (Thermo Fisher Scientific). Metacyclic-enriched promastigotes were used for infection (116). Mice were infected with either 10^6^ *L*. *major* or 10^5^ *L*. *braziliensis* intradermally in the ear, and lesion progression was monitored weekly by measuring the diameter of the ear with a caliper.

### Cell purification and adoptive transfer.

For the intralesional cell transfer mouse model, CD45.2 and CD45.1 mice were infected with *L*. *major*. CD45.2 mice were euthanized 3 weeks after infection, and CD8^+^ T cells from dLNs were purified using a magnetic bead separation kit (Miltenyi Biotec). CD8^+^ T cells (10^6^ cells) were injected into the lesions of CD45.1 mice. Two days after injection, the recipient mice were euthanized, and GzmB expression in CD8^+^ T cells in the ear and dLNs was analyzed by flow cytometry directly ex vivo. For the RAG^–/–^ mouse model, splenocytes from WT or Blimp-1^cKO^ mice were collected, RBCs were lysed with ACK lysing buffer (Lonza), and CD8^+^ T cells were purified using a magnetic bead separation kit (Miltenyi Biotec). CD8^+^ T cells (3 × 10^6^ cells) were transferred intravenously into RAG^–/–^ mice that were subsequently infected with *L*. *braziliensis*. Mice reconstituted with CD8^+^ T cells received 4 injections of 250 μg anti-CD4 (clone GK1.5, Bio X Cell, catalog BE0003-1) within the first 2 weeks.

### In vivo treatment.

FTY720 (Cayman Chemical) was administered intraperitoneally (3 mg/kg) daily for 10 days before euthanasia, starting at two days post-infection. To induce Cre expression in the ODD^Cre^/ERT2 mice, tamoxifen (MilliporeSigma) was dissolved in corn oil and administered intraperitoneally (6.7 mg/kg) for 7 days following infection. Pimonidazole (Hypoxyprobe) was administered intraperitoneally (9 mg/mL, 200 μL) 1 hour before euthanasia. For neutrophil depletion, mice received every 3 days injections of 250 μg anti-Ly6G (clone 1A8, Bio X Cell, catalog BE0075-1) within the first 2 weeks.

### Tissue single-cell suspension preparation.

Infected ears were harvested, the dorsal and ventral layers of the ear were separated, and the ears were incubated in RPMI 1640 (Gibco, Thermo Fisher Scientific) with 250 μg/mL Liberase TL (Roche Diagnostics) for 60–90 minutes in a shaker at 37°C and 5% CO_2_. Ears were dissociated using a cell strainer (40 μm, BD Pharmingen), and an aliquot of the cell suspension was used for parasite titration. dLNs were homogenized using a cell strainer (40 μm, BD Pharmingen) to obtain single-cell suspensions.

### Parasite titration.

The parasite burden in the ears was quantified as described previously (117). Briefly, the homogenate was serially diluted and incubated at 26°C. The number of viable parasites was calculated from the highest dilution at which parasites were observed after 7 days.

### In vitro stimulation.

dLN single-cell suspensions from infected C57BL/6 mice were cultured with 5 μg/mL plate-bound anti-CD3 (clone 145-2C11, Invitrogen, Thermo Fisher Scientific) and 0.5 μg/mL soluble anti-CD28 (clone 37.51, Invitrogen, Thermo Fisher Scientific) at 37°C and 5% CO_2_ for 48 hours in RPMI 1640 containing 100 Units of penicillin and 0.1 mg/mL streptomycin (MilliporeSigma), 2 mM l-glutamine (Thermo Fisher Scientific), and 10% FBS (MilliporeSigma). Cells were cultured in 1 mM DMOG (MilliporeSigma) dissolved in DMSO or an equivalent volume of DMSO (vehicle) for 48 hours. For mRNA isolation, dLN single-cell suspensions from infected C57BL/6 mice were obtained, and CD8^+^ T cells were purified using a magnetic bead separation kit (Miltenyi Biotec) and cultured as described above. For in vitro hypoxia experiments, cells were subjected to either normoxic conditions (standard incubator) or 1% oxygen (Baker Ruskinn InvivO_2_ 400) in an incubator equipped to replace oxygen with nitrogen.

### Flow cytometric analysis.

Before surface and intracellular staining, cell suspensions were stained with a LIVE/DEAD Fixable Aqua Dead Cell Stain kit (Thermo Fisher Scientific), according to the manufacturer’s instructions. Analysis was performed using FlowJo Software (Tree Star), and gates were drawn on the basis of the fluorescence minus one (FMO) control. The following antibodies were used: CD45 (clone 30-F11, catalog 47-0451-82), GzmB (clone GB11, catalog GRB05 or GRB04), CD11b (clone M1/70, catalog 48-0112-82), IFN-γ (clone XMG1.2, catalog 25-7311-82), IL-10 (clone JES5-16E3, catalog 12-7101-82), Tim3 (clone RMT3-23, catalog 416-5870-82), and CD4 (clone RM4-5, catalog 17-0042-83 or 47-0042-82) (all from Invitrogen, Thermo Fisher Scientific); CD3 (clone 17A2, catalog 741319) and CD44 (clone IM7, catalog 751414) (both from BD Biosciences); CD45.2 (clone 104, catalog 109813), CD45.1 (clone A20, catalog 110705), CD90 (clone 53-2, catalog 140306), CD8β (clone YTS156.7.7, catalog 126610), Ly6G (clone 1A8, catalog 127614), Lag3 (clone C9B7W, catalog 125226), and PD-1 (clone 29F.1A12, catalog 135224) (all from BioLegend). The stained cells were run on a BD FACSymphony A3 or a FACSCanto II (BD Biosciences).

### Quantification of Prdm1 mRNA by quantitative reverse transcription PCR.

RNA extraction of in vitro–stimulated CD8^+^ T cells was performed using the Nulceospin RNA Mini kit (Macherery-Magel), and extracted RNA was then used to prepare cDNA using iScript Reverse Transcription Supermix for reverse transcription quantitative PCR (RT-qPCR) (Bio-Rad) on an ABS Proflex Thermal cycler (Thermo Fisher Scientific). qRT-PCR was carried out on a C1000 RT-PCR system using iTaq Universal SYBR Green Supermix (all from Bio-Rad) and primers targeting *Prdm1* (forward, 5′-TTCTCTTGGAAAAACGTGTG G-3′ and reverse, 5′-GGAGCCGGAGCTAGACTTG-3′). The qRT-PCR results were normalized to *Actb* (forward, 5′-CGCTGTATTCCCCTCCATCG-3′ and reverse, 5′-CCAGTTGGTAACAATGCCATGT-3′). All reactions were carried out in duplicate, and data are represented as the FC over the average expression of normoxic or vehicle-treated cells.

### Histology.

Two weeks after infection, the mice were euthanized, and infected skin (lesions) and contralateral (naive skin) ears were collected and immediately immersed in 2% paraformaldehyde (Thermo Fisher Scientific) at room temperature. Samples were rinsed and immersed in PBS (Gibco, Thermo Fisher Scientific) for 2 hours, followed by cryoprotection in 30% sucrose. Samples were preserved in OCT (Thermo Fisher Scientific), and serial sections of 15 μm were obtained on a Tissue-Tek Cryo_3_ Flex cryostat (Sakura Finetek). Sections were collected onto Superfrost Plus microscope slides (Thermo Fisher Scientific), air-dried, and stored at –80°C.

### Immunofluorescence, image acquisition, and analysis.

Briefly, tissue sections were blocked and incubated with rabbit anti–pimonidazole antisera (Hypoxyprobe, catalog Pab2627), followed by incubation with rat anti–mouse Ly6G (clone 1A8, BioLegend, catalog 127604). Finally, sections were incubated separately with Alexa Fluor 568 goat anti-rabbit (Invitrogen, Thermo Fisher Scientific, catalog A11011) and Alexa Fluor 488 goat anti-rat (Invitrogen, Thermo Fisher Scientific, catalog A11008). The sections were counterstained with the nuclear probe DAPI (Biotechne-Tocris), covered with ProLong Gold Antifade Mountant (Invitrogen, Thermo Fisher Scientific) and kept protected from the light until imaging. Representative images were acquired with ×10 and ×20 objectives on an Olympus FV3000 confocal microscope (Olympus Corporation). The color of the different structures was digitally inverted to better match the data presented in this work. Using ImageJ software, version 1.53 (NIH), 27 regions of interest (ROIs) measuring 600 × 40 μm were created. From the low signal edge to the other, the pixel intensity values of each ROI were obtained.

### Transcriptional profiling of purified mouse CD8^+^ T cells.

C57BL/6 mice were infected with *L*. *major,* and 5 weeks after infection, the mice were euthanized; cells from the infected ear and dLN cells were purified and stained for flow cytometric analysis. Antigen-experienced CD8^+^ T cells were purified using the FACSAria cell sorter (gating strategy: live, singlets, CD90^+^, CD8β^+^CD44^hi^), and RNA was extracted with the RNeasy Plus Mini Kit (QIAGEN) according to the manufacturer’s instructions and used to prepare Poly(A)+-enriched cDNA libraries with the Illumina TruSeq Stranded mRNA library prep workflow. Ribo-Zero Gold rRNA depletion (Illumina) removed the ribosomal content. Quality assessment and quantification of RNA preparations and libraries were performed using the Agilent 4200 TapeStation and the Qubit 3, respectively. Samples were sequenced on an Illumina NextSeq 500 to produce 75 bp single-end reads. The raw reads were mapped to the mouse reference transcriptome (Ensembl; *Mus musculus* version 108) using Kallisto, version 0.46.0, and MultiQC, version 1.9, was used to check the quality of the alignment.

All subsequent analyses were conducted using the statistical computing environment R, version 4.1.0, RStudio, version 1.4.1717, and Bioconductor, version 3.13. Normalized gene expression matrix available for download as a text file in the NCBI Gene Expression Omnibus (GEO) database (GSE193005). Transcript quantification data were summarized to genes using the BiomaRt and tximport package and normalized using the trimmed mean of M-values (TMM) method in edgeR. Genes with less than 1 counts per million (cpm) in at least 3 samples were filtered out. Normalized filtered data were variance stabilized using the voom function in limma, and DEG analysis was performed with linear modeling using limma after correcting for multiple testing with Benjamini-Hochberg FDR correction. The list of 7 genes encoding for transcription factors associated with effector-like T cell functions was gathered from (58–60). Hypoxic enrichment per RNA-Seq sample was calculated with single-sample GSEA using the GSVA R package. The 5 hypoxia-related signatures used to estimate those levels were downloaded from Harris et al. 2002 (62), Hallmark systematic name (sn) no. M5891, Biocarta sn no. M13324, Biocarta sn no. M14863, and Reactome sn no. M641. The gene expression signatures of “stem-like” (CD101^neg^Tim3^neg^), “transitory” (CD101^neg^Tim3^pos^), and “exhausted” (CD101^pos^Tim3^pos^) PD-1^pos^ CD8^+^ T cells were built from the normalized counts data set published elsewhere (118). Here, the normalized counts data were filtered for genes expressing more than 1 cpm in at least 3 samples and normalized with the limma R package. Individual differential gene expression was performed between “stem-like” versus naive, “transitory” versus naive, and “exhausted” versus naive CD8^+^ T cells using the edgeR R package. The lists of the top 100 DEGs from each comparison were used to build the state-of-exhaustion signatures. Single-sample GSEA using the GSVA R package was used to calculate state-of-exhaustion enrichment scores of CD8^+^ T cells isolated from dLNs and lesions of *L*. *major*–infected mice.

### Hypoxia-related transcriptional analyses on blood and lesion biopsies from healthy individuals and patients with cutaneous leishmaniasis.

Data in Figure 6 are derived from published transcriptional profiling (54, 85). The analysis carried out for this current study was performed from the filtered, normalized gene expression matrix available for download as a text file in the NCBI GEO database (GSE162760 and GSE214397). All subsequent analyses were conducted similarly to the analysis used for the purified mouse CD8^+^ T cells RNA-Seq data set. Hypoxia scores for the human RNA-Seq data set were calculated using the Harris et al. gene signature (62). Unsupervised hierarchical clustering to classify lesion samples according to their “hypoxic scores” was performed with maximum distances and Ward’s D2 minimum variance. PERMANOVA statistical testing was performed with the vegan R package. GSEA was performed using Broad Institute software, version 4.3.2. Gene Ontology analyses were carried out using DAVID Bioinformatics Resources (2021 Update) from the National Institute of Allergy and Infectious Diseases (NIAID), NIH and biological process terms, clustering gene sets by annotation similarity. Microenvironment cell populations (MCP) counter and immundeconv R packages were combined to estimate neutrophil abundances from the unstructured RNA-Seq data set. Data visualization was mostly performed in GraphPad Prism, version 10 (GraphPad Software) and in R programming language using the tidyverse and gplots tools.

### Statistics.

For differences between 2 groups, statistical significance was determined using an unpaired 1- or 2-tailed Student’s *t* test or a paired Student’s *t* test. For multiple comparisons, 1-way ANOVA was performed. The specific transcriptional analysis section describes detailed statistical analysis for RNA-Seq. Differences were considered significant when *P* was less than or equal to 0.05. Data are presented as the mean ± SEM.

### Study approval.

This study was conducted according to the recommendations in the NIH *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011). The IACUCs of The Ohio State University and the University of Pennsylvania approved the study protocol.

### Data availability.

The complete RNA-Seq data analysis, R code, and file inputs and outputs used to perform the transcriptional analysis presented in this work are available in the GitHub repository “Hypoxia_FON” (https://github.com/camilafarias112/Hypoxia_FON). For all data values for all graphs, see the Supporting Data Values file.

## Author contributions

EAF, CFA, RAS, EDSH, KM, LAS, WZ, CIDO, GDW, PLC, and FON designed the research studies. EAF, CFA, RAS, EDSH, KM, LAS, WZ, FON, AV, AY, and PLC conducted experiments. EAF, CFA, KAM, WZ, and FON analyzed and interpreted the data. EAF, CFA, and FON wrote the manuscript. FON supervised the study.

## Supplementary Material

Supplemental data

Supplemental table 1

Supplemental table 2

Supplemental table 3

Supplemental table 4

Supplemental table 5

Supplemental table 6

Supporting data values

## Figures and Tables

**Figure 1:**
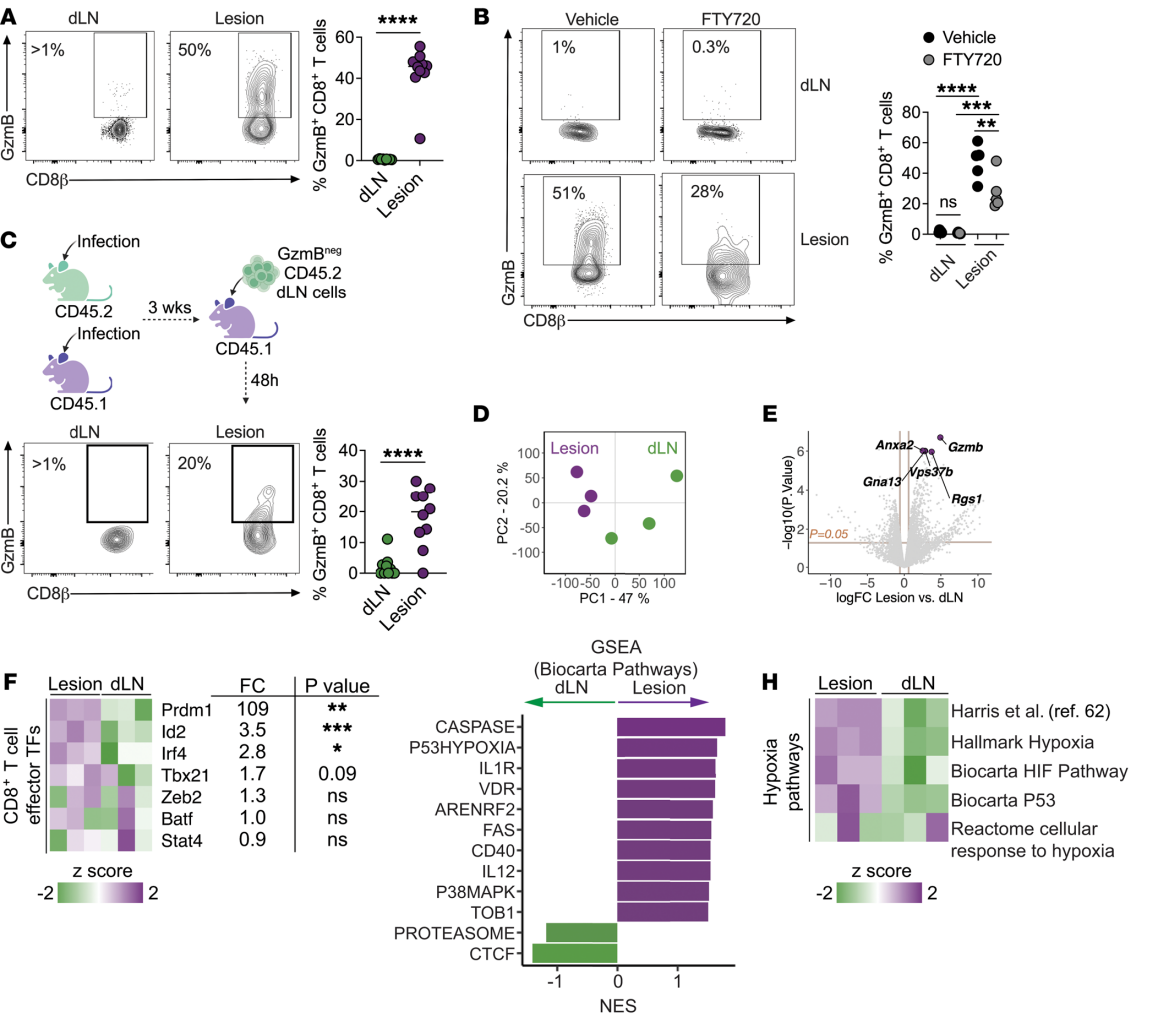
CD8^+^ T cell function is tissue specific. (**A**) GzmB expression in CD8^+^ T cells from dLNs and lesions from C57BL/6 mice in week 2 after infection with *L*. *major*. Data are representative of more than 3 experiments with at least 4 mice per experiment. (**B**) GzmB expression in CD8^+^ T cells from dLNs and lesions from *L*. *major–*infected C57BL/6 mice treated with FTY720 or vehicle daily for 10 days, 12 days after infection. Data are from 2 independent experiments with 5 mice per group. (**C**) Schematic representation of the transfer of purified CD8^+^ T cells from dLNs of CD45.2 mice into the lesions of CD45.1 recipients, both infected for 3 weeks. Flow cytometric plot shows GzmB expression in donor CD8^+^ T cells from dLNs and lesions from recipient mice 48 hours after transfer. Data were combined from 2 independent experiments. (**D**–**H**) RNA-Seq analyses of antigen-experienced (CD44^hi^) CD8^+^ T cells purified from dLNs and lesions of *L*. *major*–infected mice in week 5. (**D**) PCA showing PC1 and PC2. (**E**) Volcano plot highlighting the top 5 DEGs. The orange line indicates an adjusted *P* value of 0.05. (**F**) Heatmap showing the expression of genes encoding transcription factors (TFs) associated with effector-like T cell functions and the FC between lesional and dLN CD8^+^ T cells. (**G**) GSEA (Biocarta) showing pathways enriched in dLNs (green) and lesions (purple). NES, normalized enrichment score. (**H**) Heatmap of hypoxia-related pathways enriched in lesional and dLN CD8^+^ T cells. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, and ****P ≤ 0.0001, by 2-tailed Student’s *t* test (**A** , **C**, and **F**) and 1-way ANOVA (**B**).

**Figure 2:**
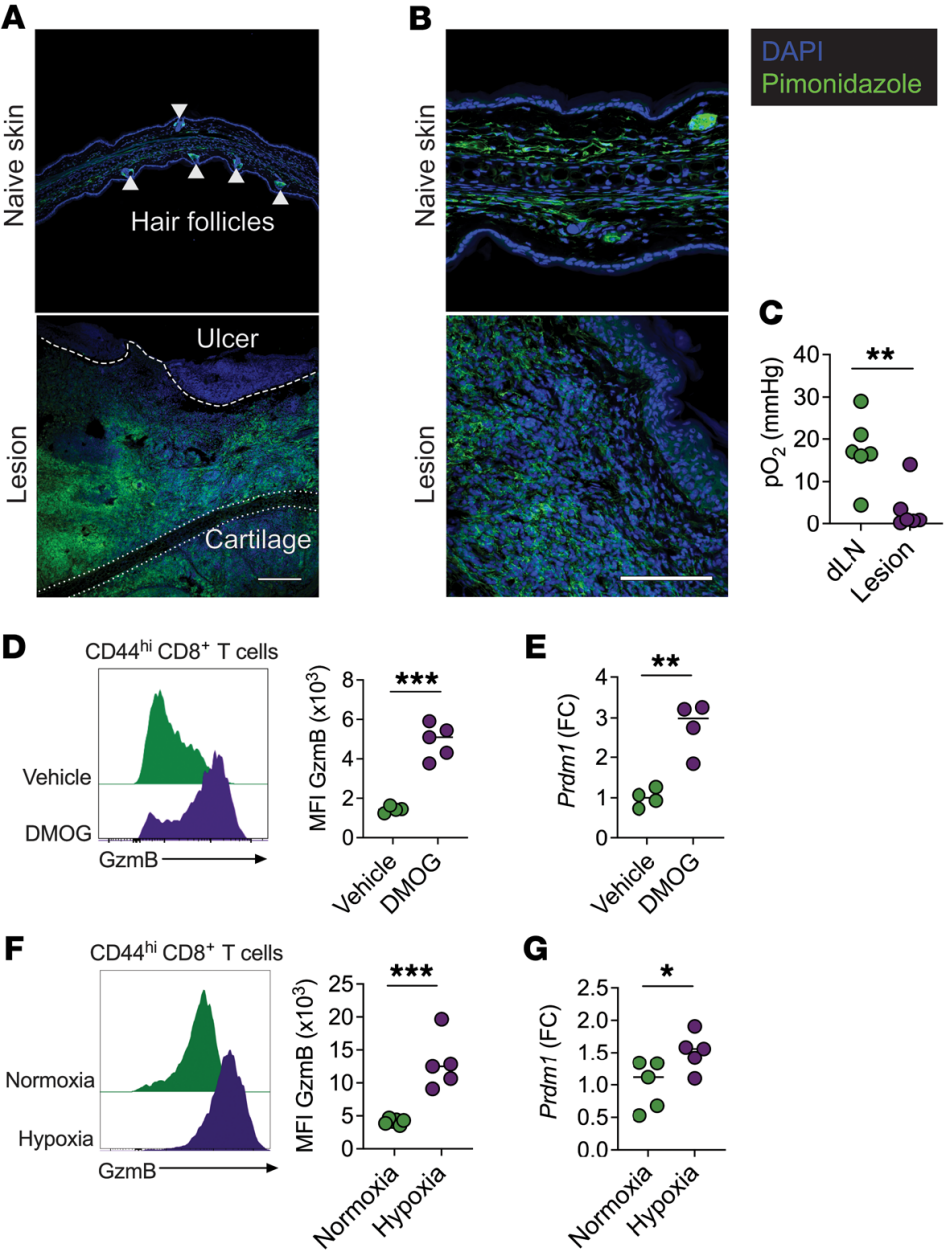
Hypoxia induces GzmB and *Prdm1* expression in CD8^+^ T cells. (**A** and **B**) Immunofluorescence staining and confocal microscopy of horizontal sections from lesions of C57BL/6 mice infected with *L. major* for 2 weeks. Mice received pimonidazole 1 hour before euthanasia. The top panels show contralateral ears (naive skin), and the bottom panels show lesions from infected ears. Pimonidazole is shown in green and nuclear DAPI staining in blue. Representative images are from 2 naive ears and 3 infected ears. Scale bars: 200 μm (**A**) and 100 μm (**B**). (**C**) Partial pressure of oxygen (pO_2_) in mmHg in dLNs and lesions of C57BL/6 mice infected with *L*. *major* for 2 weeks. Data were combined from 2 independent experiments. (**D**) GzmB expression in CD8^+^ T cells from dLNs of *L*. *major*–infected C57BL/6 mice; cells were cultured with DMOG or vehicle. (**E**) FC of *Prdm1* mRNA over the average expression of vehicle-treated cells measured by qRT-PCR in DMOG- or vehicle-treated purified CD8^+^ T cells. (**F**) GzmB expression in CD8^+^ T cells from dLNs of C57BL/6 mice infected with *L*. *major*; cells were cultured under normoxia (21% O_2_) or hypoxia (1% O_2_). (**G**) FC of *Prdm1* mRNA over the average expression of normoxic cells measured by qRT-PCR in purified CD8^+^ T cells cultured in normoxia or hypoxia. (**D**–**G**) Data shown are representative of more than 3 experiments with at least 4 mice per experiment. *P ≤ 0.05, **P ≤ 0.01, and ***P ≤ 0.001, by 2-tailed Student’s *t* test (**C**–**G**).

**Figure 3:**
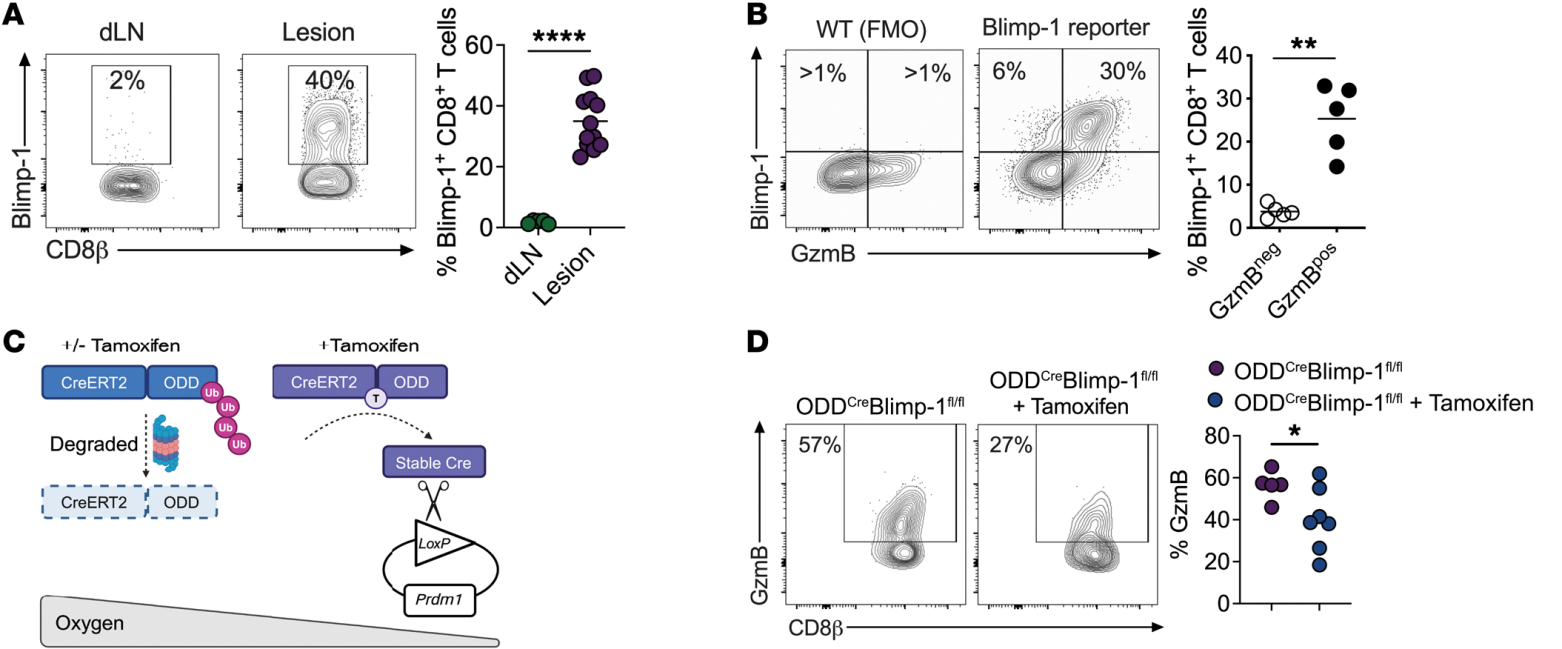
Blimp-1 expression is induced by hypoxia within skin lesions. (**A**) Expression of Blimp-1 in CD8^+^ T cells from dLNs and lesions from Blimp-1 YFP reporter mice infected with *L*. *major* for 1 week. Data from 2 independent experiments combined. (**B**) GzmB and Blimp-1 YFP expression in CD8^+^ T cells from lesions from WT or Blimp-1 reporter mice infected with *L*. *major* for 1 week. (**C**) Schematic representation of ODD^Cre^ Blimp-1^fl/fl^ mice. (**D**) ODD^Cre^ Blimp-1^fl/fl^ mice had been infected with *L*. *major* for 1 week when daily tamoxifen injections commenced. Mice were euthanized 2 weeks after infection. GzmB expression of lesional CD8^+^ T cells in tamoxifen-treated and untreated mice. Data were combined from 2 independent experiments. *P ≤ 0.05, **P ≤ 0.01, and ****P ≤ 0.0001, by 2-tailed Student’s *t* test (**A**, **B,** and **D**).

**Figure 4:**
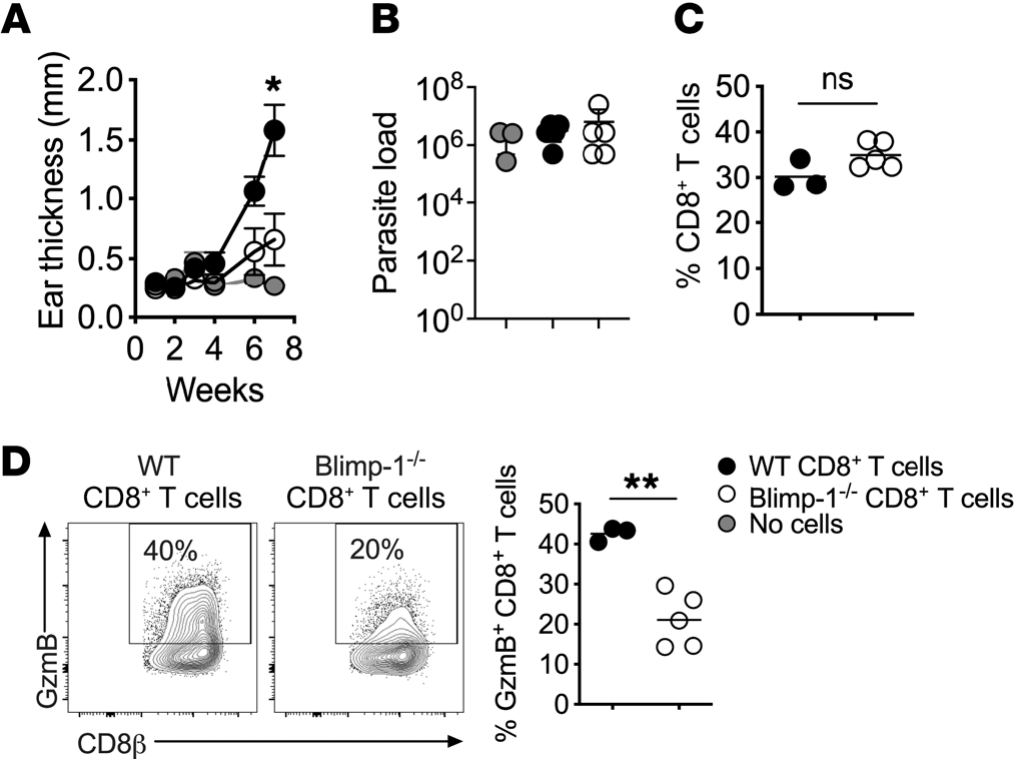
Blimp-1 expression is required for CD8^+^ T cell–mediated disease. RAG^−/−^ mice were infected with *L*. *braziliensis* and reconstituted with purified CD8^+^ T cells from WT or Blimp-1^cKO^ mice. (**A**) Ear thickness and (**B**) parasite numbers in lesions at 7 weeks of infection. (**C**) CD8^+^ T cell frequency and (**D**) GzmB expression by CD8^+^ T cells in lesions were assessed directly ex vivo by flow cytometry 7 weeks after infection. Data represent 3 individual experiments with 3–5 mice per group. *P ≤ 0.05 and **P ≤ 0.01, by 2-tailed Student’s *t* test (**A**, **C**, and **D**).

**Figure 5:**
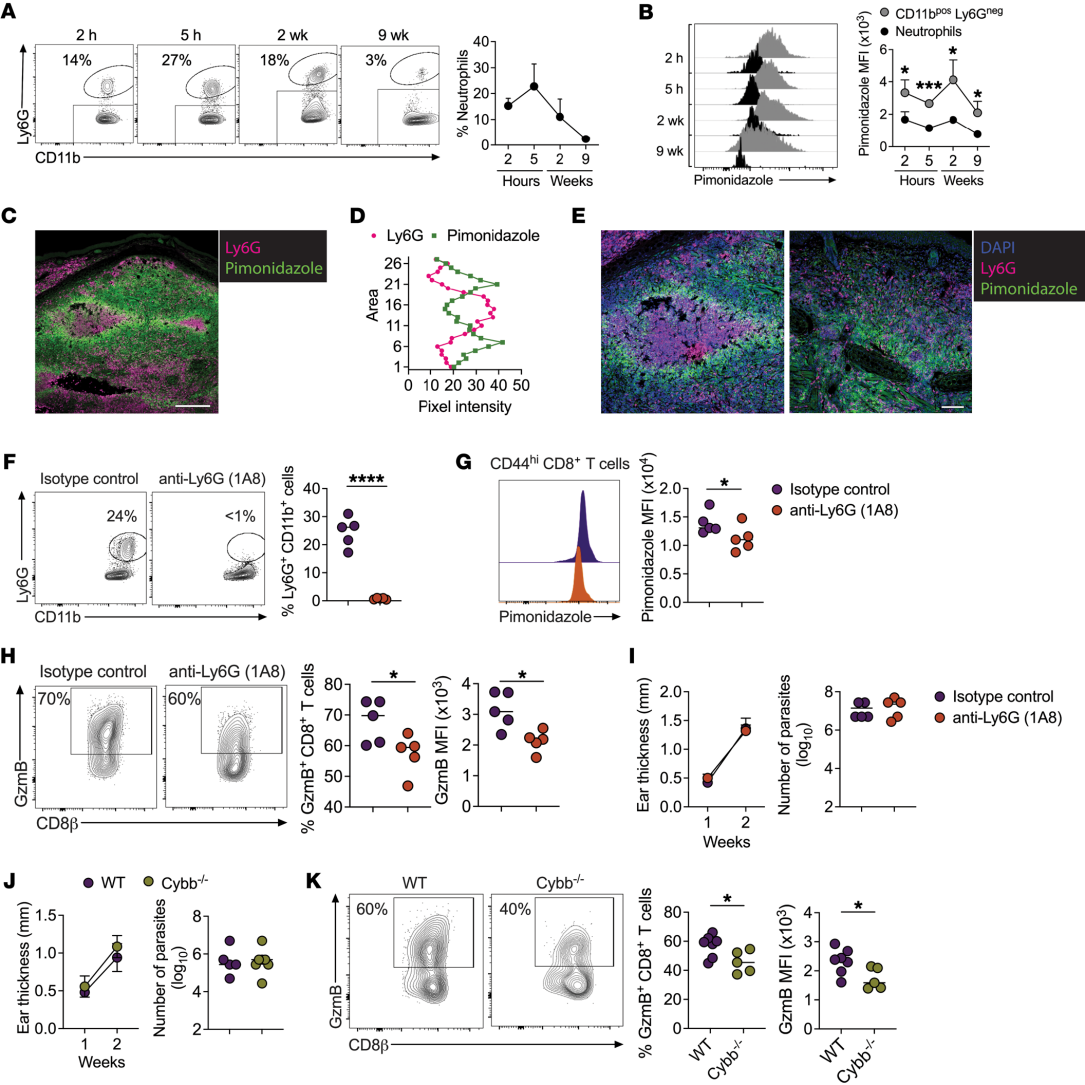
Neutrophils consume oxygen from lesions and stimulate GzmB expression in CD8^+^ T cells. (**A** and **B**) C57BL/6 mice infected with *L*. *major* received pimonidazole 1 hour before euthanasia at 2 hours, 5 hours, 2 weeks, and 9 weeks. (**A**) Frequency of neutrophils in lesions and (**B**) pimonidazole expression in neutrophils (CD11b^+^Ly6G^pos^) and other myeloid cells (CD11b^+^Ly6G^neg^) in lesions. (**C**) Representative confocal microscopy image of Ly6G (pink) and pimonidazole (green) staining in skin infected for 2 weeks. Scale bar: 200 μm. (**D**) Pixel intensity of pimonidazole and Ly6G based on 27 regions (Supplemental Figure 6B). (**E**) Two representative confocal microscopy images of nuclear staining (DAPI, blue), Ly6G (pink), and pimonidazole (green) in lesions infected for 2 weeks. Scale bar: 100 μm. (**F**–**I**) C57BL/6 mice infected with *L*. *major* were injected every 3 days with anti-Ly6G (clone 1A8) antibody or isotype control until euthanasia 2 weeks after infection. (**F**) Frequency of neutrophils in lesions, (**G**) pimonidazole staining in CD8^+^ T cells in lesions, and (**H**) GzmB frequency and MFI in CD8^+^ T cells in lesions. (**I**) Lesion size and number of parasites in lesions. (**J**) Lesion size and number of parasites in lesions in WT and Cybb^–/–^ mice infected with *L*. *major* for 2 weeks. (**K**) GzmB frequency and MFI in CD8^+^ T cells in the lesions of WT or Cybb^–/–^ mice. *P ≤ 0.05, ***P ≤ 0.001, and ****P ≤ 0.0001, by 2-tailed Student’s *t* test (**B**, **F**, **H**, and **K**) and 1-tailed Student’s *t* test (**G**).

**Figure 6:**
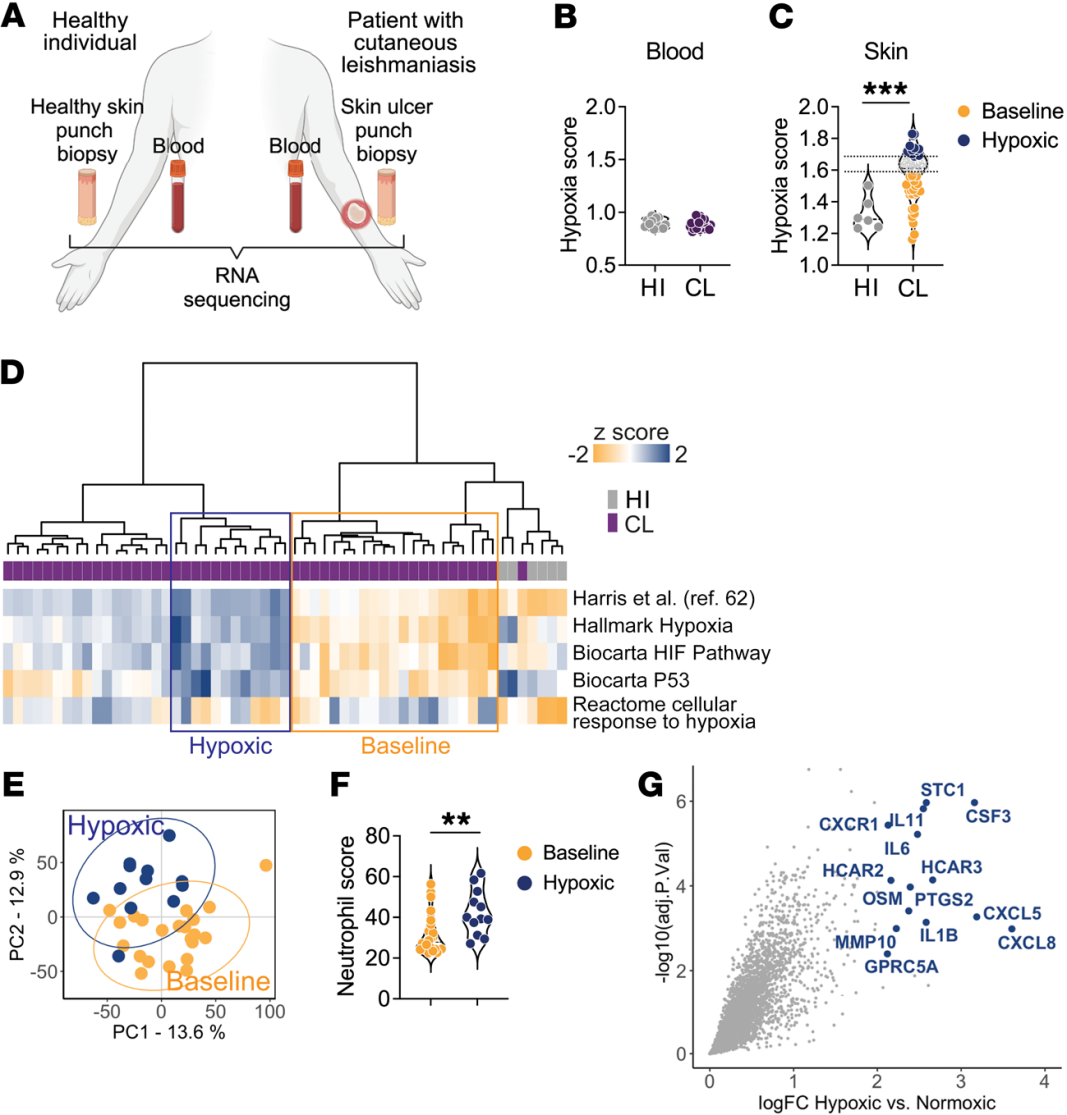
The degree of hypoxia-related gene expression is associated with the presence of neutrophils in patients. (**A**) Schematics of data collection for the RNA-Seq analysis performed in whole blood and total skin punch biopsies in healthy individuals and patients with cutaneous leishmaniasis. (**B**) Hypoxia score calculated in blood from healthy individuals (HI) (*n* = 14) and patients with cutaneous leishmaniasis (CL) (*n* = 50) and in (**C**) human intact skin (*n* = 6) and cutaneous leishmaniasis lesions from patients (*n* = 51) based on the Harris et al. (62) hypoxia gene signature. (**D**) Unsupervised hierarchical clustering classification of human skin samples in “baseline” and “hypoxic” lesions according to their hypoxia gene phenotypes. (**E**) PCA of baseline and hypoxic cutaneous leishmaniasis lesions. (**F**) Neutrophil abundances estimated by the MCP-counter method. The Wilcoxon test was used for statistical analysis. (**G**) Scatter plot showing differential gene expression analysis between hypoxic versus baseline lesions (FDR > 0.01 and FC = 1.5). In blue are the top DGEs from this analysis. **P ≤ 0.01 and ***P ≤ 0.001, by 2-tailed Student’s *t* test (**C** and **F**). HI, healthy individuals.

How the deposited data were processed for this re-analysis (not part of the article)

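RNA was sequenced from CD8+ T cells sorted from the ear lesions and the dLNs of mice 5 weeks after infection, with 3 libraries per tissue. The authors assigned the reads to the Ensembl mouse transcriptome with Kallisto and summed the transcript estimates to genes with tximport. The authors deposited these estimated counts for 35987 genes without normalization. They also deposited log2 CPM for 11580 genes, which they made with edgeR's TMM normalization after a filter at 1 CPM in at least 3 samples. Recomputing the deposited log2 CPM from the counts with a prior count of 2 gave values within 0.00125 of the deposited ones; 1 gene that passed the filter was absent from that table. The authors' sample sheet was used for its labels only. Conditions and replicate numbers were taken from the sample labels and the paper, which give different gates for the lesional sort.

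The estimated counts were rounded to whole numbers. Analyses used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Genes with more than 1 CPM in at least 3 libraries were tested (11578 genes) by edgeR's quasi-likelihood test after TMM normalization, with no covariate. p was adjusted by the Benjamini-Hochberg method, and a call needed an adjusted p below 0.05 and a fold change above 1.5. Standard errors of log2 fold changes were derived from the F statistic of that test. Single genes and scores were also compared by exact two-sided permutation tests, whose smallest p is 0.1 here. The median log2 fold change over all genes tested was -0.02. Total counts ranged from 43567300 to 71715400 per library, and the common dispersion of 0.307 set the precision more than the depth did. Fold changes against a group with 0 counts in all libraries were computed against 3 counts per library and are lower bounds, which cover counting error only.

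The procedure was tested on simulated counts for the comparison of lesion and dLN, with 200 of 11210 genes changed by a log2 fold change of 3. edgeR called 85.0% of them, with 2.30% of its calls false. limma-voom called 76.5%, with 3.16% of its calls false. DESeq2 called 94.5%, with 25.3% of its calls false.

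The 13 gene lists were fixed before the data were examined, after the paper and the first 1998 of the 11536 rows of its Supplemental Table 1 had been read. They cover hypoxia targets, cytotoxic effectors, coinhibitory receptors, tissue residency, lymph node homing, dissociation stress, keratinocytes, macrophages and monocytes, neutrophils, fibroblasts, erythroid cells, B cells, and dendritic cells with MHC class II. No gene is on more than 1 of them. Each was tested by camera with a correlation between genes of 0.01. A score is the mean log2(CPM + 1) over all members of a list. The minimum of 10 CPM for abundant hypoxia genes was chosen after the results of the lists were seen. A further list of 14 B cell genes was written after the first B cell result was seen. The genes named are those the paper names for this experiment, *Ifng* and *Il10*, the sort markers, sex-linked genes, the 5 genes with the smallest p in each direction among those called, and members of a list where it is reported, of which those named are the called ones, those past the threshold over their list alone and the most abundant. Some of the genes this rule names are not reported here.

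The alternatives fixed before the data were examined were DESeq2's size factors or library size alone as scaling, no filter or edgeR's filterByExpr, limma-voom, DESeq2, limma on the deposited log2 CPM, a robust fit, a test against a 1.5-fold change, counts that were not rounded, the replicate number as a block, and each library left out in turn. For the PCA they were scaling to unit variance, recomputed log2 CPM and the 500 genes of largest variance. For the lists they were fry and camera with an estimated correlation. All groupings of the 6 libraries into 3 and 3 (10 splits) were tested. Libraries were thinned to the smallest total with a fixed random seed to test depth, and per-library trends on GC content and transcript length were taken from the GENCODE vM21 transcripts for 98.0% of the genes tested. That annotation belongs to another genome build than the one the authors used, so no coordinates are given. The members of the paper's hypoxia and exhaustion signatures and the human data sets of the paper were not used here.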

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

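The tests of the second B cell list, of depth for B cell and dissociation stress genes, of digestion for dissociation stress genes and of the number of lists called were chosen after the results were seen; the carry-over and depth tests for skin cells were fixed before. Of the 13 gene lists, 7 for which the paper's text reports no result in these libraries differed between lesions and dLNs by camera. *Rgs1* of the tissue residency list is marked in Figure 1E, and the paper's Discussion names tissue residency among the programs that hypoxia and Blimp-1 can induce. In all, 10 lists were called for the real grouping, more than for any other of the 10 splits of the 6 libraries. Only 1 of 10 splits reached that number, the real one. With 3 libraries against 3 this count has a floor of 1 in 10 and cannot exclude chance by itself. The other splits gave no called gene, yet had 0 to 6 lists called at the preset correlation of 0.01. They keep part of the tissue difference, so this count does not measure false calls. When camera estimated the correlation, the adjusted p of the 10 called lists lay between 0.0260 and 0.0407. Among the called genes, 15 of those higher in lesions and 6 of those higher in dLNs are on the lists of other cells or of dissociation stress.

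Transcripts that CD8+ T cells are not known to make were higher in the lesional libraries. The median log2 fold change was 7.06 for the keratinocyte list (6 of 16 genes tested, camera adjusted p = 1.1e-06 with Benjamini-Hochberg adjustment), 2.66 for the macrophage and monocyte list (14 of 17, adjusted p = 6.5e-11), 6.68 for the fibroblast list (3 of 9, adjusted p = 7.3e-06) and 8.84 for the erythroid list (4 of 5, adjusted p = 2.0e-08). With genes at 0 counts in all dLN libraries set to their bound, the median was 4.60 for the keratinocyte list and 6.39 for the erythroid list, and the others did not change. With a lesional replicate left out, keratinocyte genes at 0 counts in all dLN libraries could not pass the filter, and only 3 members were tested. On these members the list was not called without lesional replicate 1 (median 0.85, adjusted p = 0.192), lesional replicate 2 (0.57, adjusted p = 0.369) or lesional replicate 3 (0.91, adjusted p = 0.190), and over the alternatives its adjusted p ranged from 5.4e-11 to 0.369. The fibroblast and erythroid lists had no value without a lesional replicate, because too few of their genes then passed the filter. The most abundant of these transcripts were *Lyz2* (141 CPM in lesions and 12.0 in dLNs), *Cd68* (54.0 and 15.9) and *Apoe* (51.6 and 14.7); *Krt14* had 15.4 CPM, *Dcn* 14.4 and *Hba-a2* 14.6 in lesions. The most abundant keratinocyte member was *Sfn* (19.1 CPM in lesions and 11.2 in dLNs), and *Krt10* was lower in lesions (6.54 and 10.5) without being called. Some members were present in dLNs as well: 9 of the macrophage genes and 3 of the keratinocyte genes exceeded 1 CPM there. The neutrophil list, with 2 genes tested, had a median of 1.45 and was not called (adjusted p = 0.263), although it was without the filter (0.00659) and with filterByExpr (0.0368), within a range over the alternatives of 0.00659 to 0.506.

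Carry-over of other skin cells into the lesional sort, or of their free RNA, is a candidate source of these transcripts. The smallest score difference among the keratinocyte, macrophage and neutrophil lists was 0.448, with every lesional library above every dLN library for each of them, and B cell genes went the other way. Depth argues against itself as the source, since the same difference was 0.446 after thinning all libraries to the smallest total. Expression of some of these genes by lesional CD8+ T cells remains open and was not tested.

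B cell genes were higher in the dLN libraries, with a median log2 fold change of -4.54 for 9 genes tested (camera adjusted p = 1.4e-19). Of the 10 genes listed, all exceeded 1 CPM in dLNs, and *Ighm* had 855 CPM in dLNs and 368 in lesions, *Igkc* 110 and 9.52. Of the 9 genes, 1 was higher in lesions. With a dLN replicate left out, genes nearly absent from lesions could not pass the filter and only 5 members were tested. The median of those was -2.03, -1.63 and -2.24 without dLN replicates 1, 2 and 3, and the list stayed past the threshold. A second list of 14 B cell genes, which had not been looked at, was higher in dLNs for all 14 by mean CPM, with a score difference between lesion and dLN of -1.55, and edgeR called 3 of the 12 genes tested. This is consistent with carry-over of B cells into the dLN sort. After thinning, the score difference of the first list was -2.91, so depth does not explain it.

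Dissociation stress genes were higher in lesions, with a median log2 fold change of 1.22 for 25 genes (camera adjusted p = 8.5e-12) and 22 of them positive. *Hspa8* had 3591 CPM in lesions and 2783 in dLNs, and *Hspa1b*, which has a near-identical copy on the same list, 1906 and 87.1. The lowest lesional score exceeded the highest dLN score by 0.756. Enzyme digestion of the ear cannot be told apart from the tissue, because all ears and none of the dLNs were digested. The score difference after thinning was 1.50, which argues against depth. A stress response in the lesion itself stays open and was not tested.

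The tissue residency list had a median log2 fold change of 1.37 (13 genes, camera adjusted p = 6.5e-11), with 10 genes higher in lesions and 5 called over all genes tested (8 when p was adjusted over the list alone). The called members were *Cd69* (1.37), *Rgs1*, *Rgs2* (2.83), *Litaf* (2.08) and *Bhlhe40* (4.25). *Rgs1* and *Bhlhe40* were called in every alternative. *Cd69* was not called without lesional replicates 1, 2 and 3 (adjusted p = 0.232, 0.142 and 0.205 from edgeR's quasi-likelihood test) or without dLN replicates 2 and 3 (0.0854 and 0.161), nor with library size scaling (0.0570), without the filter (0.0775), with filterByExpr (0.0543) or in the test against a 1.5-fold change (0.133), within a range over the alternatives of 2.9e-05 to 0.232. *Rgs2* was not called without lesional replicates 1, 2 and 3 (0.0721, 0.0534 and 0.0574) or dLN replicate 3 (0.0637), and *Litaf* was not called without lesional replicates 1, 2 and 3 (0.0786, 0.0620 and 0.0727) or dLN replicate 3 (0.0579); the ranges were 4.2e-12 to 0.0721 and 1.2e-11 to 0.0786. *Itgae* was lower in lesions without being called (-0.67). The tissue the cells came from is the biological difference in the design. Only the ears were digested, so digestion cannot be told apart from the tissue for this list either. No technical explanation was tested for this list alone.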

How the results depend on the processing

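No test here was chosen after the results were seen: all alternatives were fixed before the data were examined, and none was left out.

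The number of genes higher in lesions, 165, was 95 without the low-count filter, 494 in DESeq2, 86 in a test against a 1.5-fold change and 61 with the replicate number as a block. With single libraries left out it ranged from 26 to 892, and the alternatives not named kept it within 1.5 times. The number of genes higher in dLNs, 42, was 19 without the filter, 26 in limma-voom, 285 in DESeq2, 18 in the test against a 1.5-fold change and 13 with the replicate block, and it ranged from 5 to 655 with single libraries left out. The test without the filter covered 22256 genes, and tests with a library left out had fewer samples. Fewer samples do not by themselves account for the rise to 892 and 655 genes without dLN replicate 1. The causes of these shifts were not tested. DESeq2 moved the share of calls higher in lesions from 79.7% to 63.4%. No scaling moved that share by more than 10 percentage points or the median of all genes by more than 0.1.

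The lesional and dLN replicates share numbers, and libraries of the same number showed no sign of pairing. The paper and the labels used here do not state which libraries came from the same mouse, so other pairs stay possible. Across numbers, the largest correlation between deviations from the group means was 0.297, for lesional replicate 3 and dLN replicate 1. The correlations between deviations from the group means were -0.0522, 0.131 and -0.141 for replicates 1, 2 and 3, and the authors' sample sheet numbers the libraries differently from their titles, by 2 for lesions and by 3 for dLNs. Of the results with a call, the replicate block also left *Prdm1* (log2 fold change 6.19, adjusted p = 0.0863), *Id2* (0.0617), *Lag3* (0.0634), *Havcr2* (0.100), *Cd69* (0.108), *Il10* (0.196), *Fasl* (0.0994), *Tigit* (0.104) and *Ctla4* (0.053) above the threshold in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

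*Prdm1* kept its direction in all 17 alternatives and lost its call in 9. Its log2 fold change was 5.70 without the filter (adjusted p = 0.0578), 5.69 with filterByExpr (0.0536), 6.67 in limma-voom (0.0844) and 5.67 in the test against a 1.5-fold change (0.0525), within a range of adjusted p from 1.65e-09 to 0.174. With single libraries left out it ranged from 5.10 to 6.18. The Prdm1 fold change of 50.8 was 24.8 on the log2(CPM + 1) scale, 96.3 on the deposited log2 CPM and in limma on those values, and 102 in limma-voom, and ranged from 34.3 to 72.4 with single libraries left out. The scales differ by their construction in how they treat the single count in dLN replicate 3; otherwise the cause was not tested. *Gzmb* kept its direction and its call in all 17 alternatives.

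The PC1 share of variance of 47.1% was 42.9% with genes scaled to unit variance and 54.5% with the 500 genes of largest variance, and ranged from 46.8% to 55.3% with single libraries left out; the cause was not tested. The hypoxia list kept its direction and its call in all 17 alternatives, with a median log2 fold change from 0.55 to 0.64. Its score difference of 0.67 was 0.90 with a pseudocount of 0.1, which by construction weights low counts more.

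Genes near a log2 fold change of 0 changed direction, and none of them was called in either direction. *Zeb2* was at -0.18 without lesional replicate 3, -0.13 without dLN replicate 1 and -0.0088 without dLN replicate 3. With single libraries left out, the highest value was 1.21 for *Zeb2*, 0.47 for *Nkg7* and 0.31 for *Cd160*, and the lowest was -0.19 for *Batf*, -0.45 for *Cx3cr1*, -0.10 for *Tcf7*, -0.098 for *Cd3e*, -0.76 for *Cd4*, -0.15 for *Trac* and -0.40 for *Btla*. *Batf* was at 0.061 with library size scaling, 0.044 without the filter, 0.024 with filterByExpr, 0.038 in limma-voom, 0.0027 in limma on the deposited log2 CPM, 0.00043 with the replicate block, 0.20 without lesional replicate 3 and 0.26 without dLN replicate 2. *Cx3cr1* was at 0.35 without lesional replicate 1 and 0.73 without dLN replicate 3. *Tcf7* was at 0.045 with library size scaling, 0.039 without the filter, 0.024 with filterByExpr, 0.14 without lesional replicate 3, 0.055 without dLN replicate 2 and 0.016 without dLN replicate 3. *Cd3e* was at 0.015 with library size scaling, 0.0080 without the filter, 0.028 without lesional replicate 1 and 0.043 without dLN replicate 2. *Cd4* was at 0.33 without lesional replicate 1 and 0.040 without dLN replicate 2, and *Trac* at 0.0044 with library size scaling, 0.045 without lesional replicate 3 and 0.080 without dLN replicate 2. *Nkg7* was at -0.055 without lesional replicate 2 and -0.13 without dLN replicate 1, *Cd160* at -0.12 without dLN replicate 3 and *Btla* at 0.035 without dLN replicate 1. The cause was not tested. Of 940 values of 56 named genes under the alternatives, 800 kept direction and call, 90 lost a call, 18 gained a call and 32 changed direction; 20 genes kept both throughout. *Il10* had no value without a lesional replicate, and *Fcmr* and *Cd79a* had none without a dLN replicate, because they did not pass the filter there. The robust fit and the test against a 1.5-fold change were not run for the gene lists, whose test does not use them.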

Differences from the paper's values

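No test here was chosen after the results were seen. The paper reports 26 genes higher in dLNs, and 42 were found here. Under library size scaling (31), no filter (19), filterByExpr (35), limma-voom (26), limma on the deposited log2 CPM (38) and the test against a 1.5-fold change (18) the number lay within 1.5 times the paper's; under the other 11 alternatives set before the data were examined it did not. limma-voom is the tool the paper's methods name.

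The paper gives a *Prdm1* fold change above 100, and the fold change here was 50.8. It came within 1.5 times of the paper's value on the deposited log2 CPM (96.3), in limma-voom (102), in limma on the deposited log2 CPM (96.3), with the replicate block (73.1) and without dLN replicate 2 (72.4), and not under the other 15 alternatives. In the paper's Supplemental Table 1, the log2 fold change of *Prdm1* is 6.77, against 5.67 here. The difference was within the spread between libraries in limma-voom (6.67), limma on the deposited log2 CPM (6.59), with the replicate block (6.19) and without dLN replicate 2 (6.18), and not under the other 13 alternatives.

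The paper's table gives *Prdm1* an adjusted p of 0.0898, and it was 0.0384 here by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was within 1.5 times of the paper's in limma-voom (0.0844), with the replicate block (0.0863), without lesional replicate 2 (0.131) and without dLN replicate 2 (0.0605), and not in the other 13. For *Pdcd1* the paper's adjusted p is 0.00894 and the value here 0.00522 by edgeR's test; library size scaling (0.0104), no filter (0.00851), filterByExpr (0.00924), limma-voom (0.00894) and the test against a 1.5-fold change (0.00736) came within 1.5 times, and the other 12 did not. For *Havcr2* the paper's adjusted p is 0.0695 and the value here 0.0441 by edgeR's test. The value was within 1.5 times with library size scaling, no filter, filterByExpr, limma-voom (0.0696), a robust fit, the test against a 1.5-fold change, the replicate block, without dLN replicate 2 and without dLN replicate 3, and not in the other 8. For *Gna13* and *Rgs1* the paper's adjusted p is 0.00208 for each, and the values here were 0.0032 and 0.00321 by edgeR's test. Limma-voom (0.00213 for both) and limma on the deposited log2 CPM (0.00186 for both) came within 1.5 times, as did leaving out dLN replicate 1 for *Gna13* (0.00163) and DESeq2's size factors for *Rgs1* (0.00244), and the other 14 alternatives for each gene did not.

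The paper names *Gzmb* as the leading gene, and it ranked 3 by p here, after *Lmna* and *Lilrb4a*. It ranked 1 in limma-voom, with library size scaling, without the filter, in limma on the deposited log2 CPM, and without lesional replicate 1 or 2, but 14 without dLN replicate 1 and 8 without dLN replicate 2, and 2 or 3 in the other alternatives. The paper states that *Irf4* was significantly higher in lesions. *Irf4* was higher here in every lesional library than in every dLN library, but its adjusted p was 0.384 by edgeR's test and above 0.05 under all alternatives, and the paper's adjusted p in Supplemental Table 1 is 0.257. The paper's test in Figure 1F is a different one: its legend names a test of single genes, and no adjustment over all genes. Without that adjustment, the p of *Irf4* was 0.0642 in edgeR's test and 0.0234 in limma-voom. The paper states that among the transcription factors *Prdm1* had the most significant change, also by the test of Figure 1F, which was not run here. In the fits across all genes, *Id2* had the smaller adjusted p (0.0364 against 0.0384 by edgeR's test), while *Prdm1* had the smaller in DESeq2 (1.65e-09 against 1.6e-05 for *Id2*), with DESeq2's size factors, in the test against a 1.5-fold change, without lesional replicate 2 and without dLN replicate 3, and *Prdm1* had the larger fold change in every setting run.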

Other observations

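The tests reported here on dLN replicate 1, on *Prdm1* in dLN replicate 3, on *Lars2*, on GC content and transcript length, on the summed counts of other skin cells, and the splits for the hypoxia list were chosen after the results were seen; the splits for the genes called and the digestion test for the hypoxia list were fixed before, as was the carry-over test for that list apart from its minimum of 10 CPM, which was chosen after the results of the lists were seen. Across the 10 splits of the 6 libraries into 3 and 3, only the real one (1 of 10) gave as many as 207 calls in edgeR's quasi-likelihood test. This count cannot exclude chance by itself, since 10 splits allow no share under 0.1 whatever the data. After per-library trends on GC content and transcript length were removed, 202 of the 203 called genes with a known length remained called, which argues against these trends as the source of the calls.

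The hypoxia list was higher in lesions, and several technical explanations bear on it. For the splits, 1 of 10 gave as small a camera p for the list, the real one (unadjusted, 9.1e-05). This count has the same floor and cannot exclude chance by itself. The next smallest unadjusted camera p was 0.0052, for lesional replicates 1 and 2 grouped with dLN replicate 3. With the trends on GC content and transcript length removed, the median log2 fold change of the list was 0.52, against -0.03 over all genes, and camera still called it, which argues against them. The 20 members above 10 CPM on average over all libraries had a median of 0.57, with 17 higher in lesions. Other skin cells express these genes too, so this value does not decide whether carry-over of other skin cells into the lesional sort contributes. The summed CPM of those 20 genes rose by 2160 from dLNs to lesions, and that of the keratinocyte, macrophage, neutrophil and fibroblast lists together by 434. The ratio of 4.97 does not decide whether other skin cells supplied the rise of the abundant members, since the levels of both sets of genes in such cells were not measured here. Enzyme digestion of the ear cannot be told apart from the tissue, because only the ears were digested, and the dissociation stress list had a median of 1.22. The paper measured lower oxygen in infected skin than in dLNs, at an earlier time after infection. Whether lower oxygen accounts for the rise of this list, as the paper proposes for its hypoxia signatures, stays open.

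Replicate 1 of the dLNs lay nearer the lesional libraries than the other dLN libraries did, and without it 892 genes were called higher in lesions, against 165 with it. Its mean keratinocyte, fibroblast and erythroid score was lower than the higher of the other dLN libraries by a difference of -0.176, which argues against lesional material in that library. On log2(CPM + 1), its best correlation with a lesional library exceeded its best with a dLN library by 0.0366 after thinning to one total, so depth does not account for it. Without the dissociation stress genes the difference was 0.0371, but removing 25 of 11578 genes moves such a correlation little, so a stress response shared with the lesional libraries stays open. Its stress score of 7.52 was above those of dLN replicates 2 and 3 (6.73 and 6.96) and below all lesional scores. A lesional sample labelled as dLN replicate 1 would carry the keratinocyte, fibroblast and erythroid transcripts of the lesional libraries. The lowest lesional score for these lists exceeded that of dLN replicate 1 by 1.56, more than the lesional scores differed among themselves, and *Gzmb* had 41.7 CPM there, against 43.4 and 44.9 in the other dLN libraries and at least 871 in lesions. These values argue against such a label. The sample could also differ from the others biologically, and an exchange with a sample outside these groups was not tested. The unlike libraries could instead be dLN replicates 2 and 3, whose totals were the smallest. Tested genes at 0 counts numbered 313 and 178 there, against 67 in dLN replicate 1 and 28 to 135 in lesions. *Lars2* took 4.48% and 4.89% of their counts, against 1.20% in dLN replicate 1. Whether these 2 libraries drive the pattern was not tested.

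*Prdm1* had a single count in dLN replicate 3. From the rate in the other dLN libraries, 53.1 counts would be expected at its depth, and dLN replicate 2, of nearly the same total, had 52. Depth therefore does not account for the low count, and no biological explanation was tested. *Lars2* took the largest share of the counts of dLN replicates 2 and 3. It shared 0 stretches of 31 bases with mitochondrial ribosomal RNA in the reference transcripts, on either strand. Those transcripts are not the release the authors used, so reads shared with mitochondrial ribosomal RNA stay open.

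The paper reports that IFN-γ in CD8+ T cells, measured as protein, was lower in lesions than in dLNs. The values here are of transcripts, from other samples, and went the other way. In these libraries *Ifng* had 96.1 ± 24.4 CPM (SD, n = 3) in lesions and 10.6 ± 4.41 CPM (SD, n = 3) in dLNs, a log2 fold change of 3.18 (adjusted p = 0.0109, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was not called without lesional replicate 2 (0.0668), lesional replicate 3 (0.0574) or dLN replicate 3 (0.0667), within a range over the alternatives of 1.47e-12 to 0.0668. *Il10* had 153, 98 and 78 counts in lesional replicates 1, 2 and 3 and 0 in all dLN libraries, and was at least 25.1-fold higher in lesions (adjusted p = 0.0400, edgeR's test). It was not called in limma-voom (0.110), in limma on the deposited log2 CPM (0.0963), without the filter (0.0863), in the test against a 1.5-fold change (0.0528), or without dLN replicate 2 (0.0516) or dLN replicate 3 (0.112), within a range of 0.0014 to 0.196.

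None of the sort markers *Cd8a*, *Cd8b1*, *Cd3e*, *Thy1*, *Cd44*, *Ptprc*, *Cd4* and *Trac* was called by edgeR. The log2 fold change was 0.11 for *Cd8a*, -0.78 for *Cd8b1*, 0.56 for *Cd44* and -1.60 for *Thy1*. Without dLN replicate 1, *Cd8b1* (-0.90), *Thy1* (-2.10) and *Ptprc* (0.92) were called, with adjusted p values of 0.0221, 0.0195 and 0.0198, within ranges over the alternatives of 0.0221 to 0.73, 0.0195 to 0.75 and 0.0198 to 0.98. DESeq2 also called *Cd8b1* (adjusted p = 0.0342). The Y-linked gene *Ddx3y* had 2 to 8 counts and *Eif2s3y* 0 to 6 counts per library, while *Kdm5d* had 87 to 340. The lymph node homing list had a median log2 fold change of -0.05 and was not called by camera (adjusted p = 0.288), and the list of dendritic cell and MHC class II genes had a median of 0.48 (adjusted p = 0.0663). The latter was called without the filter (median 0.09, adjusted p = 0.0373), without lesional replicate 3 (0.51, adjusted p = 0.0186) and without dLN replicate 2 (0.78, adjusted p = 0.00628), within a range over the alternatives of 0.00628 to 0.331.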
